# Long‐Term High‐Fat Diet Affected Bone Marrow Microenvironment During Aging at Single‐Cell Resolution

**DOI:** 10.1002/mco2.70276

**Published:** 2025-07-21

**Authors:** Yidan Pang, Siyuan Zhu, Peng Ding, Senyao Zhang, Yi Zhang, Fang Ye, Changqing Zhang, Junjie Gao, Jimin Yin

**Keywords:** bone, bone marrow, brain, high‐fat diet (HFD), long‐term HFD to aging (LHA), single‐cell

## Abstract

Obesity and aging are major risk factors for diseases such as Type 2 diabetes mellitus, dementia, and osteoporosis. High‐fat diet (HFD) consumption is one of the most important factors contributing to obesity. To elucidate and provide resources on how long‐term HFD to aging (LHA) affects the bone marrow and solid organs, we established an LHA mice model and demonstrated that LHA caused a shift from osteogenesis to adipogenesis in the bone marrow microenvironment. Single‐cell transcriptomics of bone marrow cells highlighted LHA‐driven perturbations in immune cell populations with distinct metabolic adaptations to LHA. We demonstrated that bone marrow macrophages of the LHA group upregulated Chil3 and Fabp4, which are associated with inflammatory response and regulation of adipocytes. Moreover, we identified the Ptn–Sdc3 axis and Cxcl12–Cxcr4 axis between bone marrow macrophages and brain epithelial cells as possible candidates for crosstalk between bone marrow and brain in LHA mice. Our findings indicated the bone marrow microenvironment as a central hub of LHA‐induced pathology, where adipogenic reprogramming and myeloid cell dysfunction collectively drive skeletal and systematic inflammation. This resource highlights therapeutic opportunities targeting bone marrow to mitigate obesity‐accelerated aging.

## 1 Introduction

Obesity, marked by an abnormal buildup of body fat, disrupts metabolic balance and significantly increases the likelihood of developing Type 2 diabetes, dementia, osteoporosis, and multiple forms of cancer [1]. Globally, over a third of the population is impacted by overweight or obesity [2]. These conditions, along with hyperlipidemia, are particularly prevalent among middle‐aged and older adults [3]. In China, the prevalence of overweight peaked after age 50 years [4]. As life expectancy rises, the combination of aging and obesity has emerged as a widespread societal concern. A key driver of obesity is the consumption of a high‐fat diet (HFD) [5], making it essential to explore the molecular mechanisms underlying the effects of long‐term HFD on aging (LHA).

HFD leads to an increase in total body fat, including bone marrow fat. The bone marrow serves as a structural and functional foundation, housing specialized microenvironmental niches that play a critical role in maintaining the activity and regulation of immune cells as well as hematopoietic stem cells (HSCs) [6]. Most HSC and immune progenitor cells were found in trabecular bone [7, 8]. Changes in trabecular bone, including compromised osteolineage cells and increased bone marrow fat, can hinder bone regeneration and influence the progeny of bone marrow immune cells in the context of aging and obesity [9, 10, 11]. A recent study indicated that HFD causes bone marrow adipocyte whitening, driving an increase and activation of bone marrow Ly6C^high^ monocytes [12]. Notably, alterations in bone marrow fat composition are specifically associated with long‐term HFD consumption and aging rather than short‐term dietary changes [10].

Moreover, the bone marrow serves as the primary source of immune cell progenitors, including bone marrow‐derived macrophages (BMDMs), which play a critical role in systemic immunity [6]. Notably, changes in the bone marrow can have far‐reaching effects on solid organs such as the brain [13]. Our prior research on aged mice revealed ligand–receptor interactions between myeloid cells in the bone marrow and epithelial cells in the brain, underscoring the significance of bone marrow‐derived cells in the progression of brain degenerative disorders [14]. A more recent study suggested cognitive aging could be reversed by reprogramming myeloid cells derived from bone marrow to restore youthful immune functions [15], highlighting bone marrow–peripheral organ crosstalk. In neurodegenerative conditions like Alzheimer's disease (AD), transplanting young bone marrow into AD mouse models has been shown to mitigate AD‐related pathological changes in the brain [16]. However, less well studied is the impact of LHA on cells in the bone marrow mesenchymal environment, which in turn directly influences and regulates immune cell functions [6]. An examination of the molecular changes induced by LHA during aging across bone, bone marrow, and solid organs is critical to understanding how LHA reshapes bone, influences bone marrow function, and contributes to systematic injury during aging.

In our investigation, we observed that LHA was associated with bone loss and elevated bone marrow adiposity. Utilizing single‐cell RNA sequencing (scRNA‐Seq), we further explored the cellular diversity and functional states of bone marrow immune cells, revealing widespread disruptions in lipid metabolism and inflammation within bone marrow cell populations. Additionally, scRNA‐Seq of the LHA brain uncovered evidence of neural injury, potentially linked to interactions between bone marrow immune cells and brain epithelial cells.

## 2 Results

### 2.1 Phenotypic Response to LHA in Mouse Model

To validate the phenotypical association between bone and brain during aging, we established 18‐month‐old C57BL/6J male mice of LHA and LCA feeding (Figure 1A). LHA mice induced a weight gain of a 1.5‐fold increase compared to LCA (Figure 1B).

**FIGURE 1:**
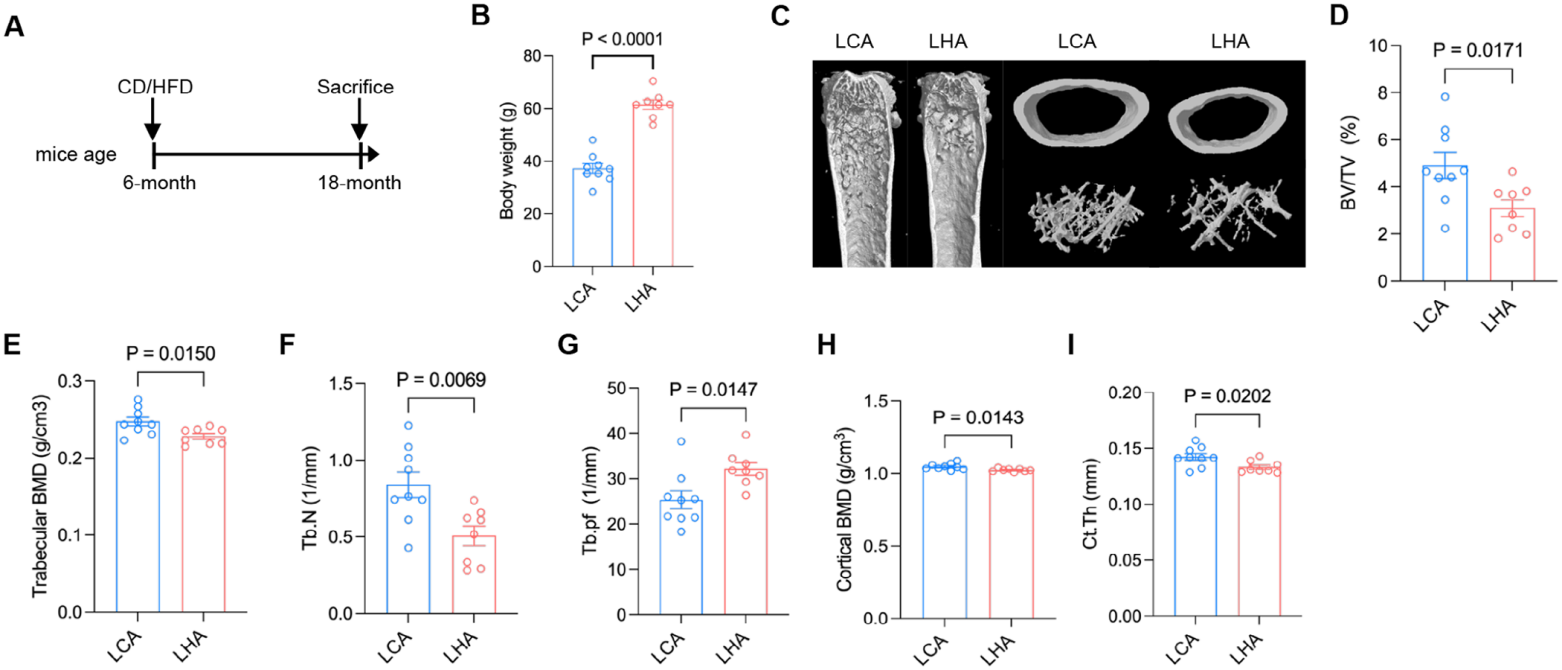
Phenotypic response of LHA mice to aging. (A) Schematic diagram depicting experimental setup of animal study. (B) Body weight of mice from the LCA and LHA groups at the time of sacrifice. (C) Representative micro‐computed tomography (µCT) reconstructive images of LCA and LHA mice femur aged 18 months, and (D–G) trabecular microstructural parameters (BMD, bone mineral density; BV/TV, bone volume fraction; Tb.N, trabecular number; Tb.Pf, trabecular bone pattern factor) and (H, I) cortical microstructural parameters (BMD; Ct.Th, cortical thickness) derived from µCT analysis. Data are represented as mean ± SEM. Each dot represents a biological replicate (*n* = 9 for the LCA group and *n* = 8 for the LHA group).

Moreover, micro‐CT analysis demonstrated LHA‐induced bone loss in aged mice (Figure 1C), as indicated by a decrease in bone mineral density (BMD), bone volume fraction (bone volume/tissue volume %, [BV/TV %]), trabecular number (Tb.N), and trabecular bone pattern factor (Tb.Pf) of femur trabecular bone (Figure 1D–G). Cortical BMD and cortical thickness (Ct.Th) showed a significant decrease (Figure 1H–I). Those results indicate a compromised bone microenvironment for bone marrow accompanied by weight gain due to LHA.

### 2.2 Tissue‐Level Transcriptome Perturbation of Bone Marrow Mesenchymal Environment in LHA

To examine the molecular base underlying the LHA‐induced bone phenotype, we conducted bulk RNA sequencing (bulk RNA‐seq) of the bone particles to explore the regulation of the bone marrow mesenchymal environment in LHA mice and identified 1570 differentially expressed genes (DEGs) (767 upregulated, 803 downregulated, |log2FoldChange| > 2). We observed upregulation of myeloid cell function differentiation‐related genes (*Cd300e*, *Adgre4*) [17, 18] and dendritic cell transcription factor *Batf3* (Figure 2A) [19], which were determined by reverse transcription‐polymerase chain reaction (RT‐PCR) (Figure 2B–D).

**FIGURE 2:**
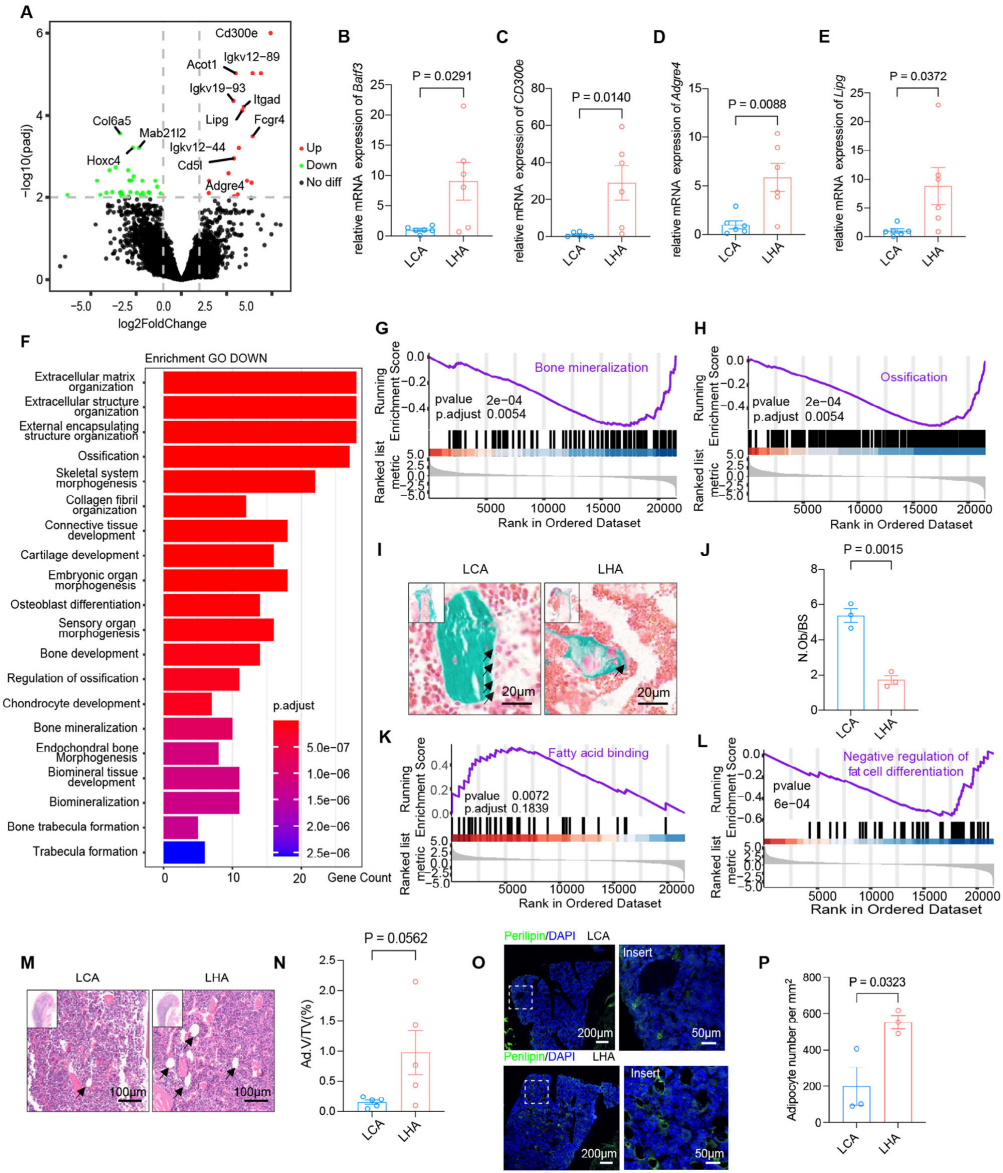
Tissue‐level transcriptome perturbation of LHA in bone marrow mesenchymal environment. (A) Volcano plot of differentially expressed genes (DEGs) from bulk RNA‐seq of bone particle (767 upregulated, 803 downregulated, |log2FoldChange| > 2). (B–E) RT‐qPCR verification of DEGs. *n* = 6 for each group. (F) GO pathway analysis of downregulated genes. (G, H) Gene Set Enrichment Analysis (GSEA) of bone mineralization and ossification. (I) Goldner's trichrome stain of mice trabecular bone and (J) histomorphometry analysis of osteoblast numbers per bone surface (N.Ob/BS) (arrows). *n* = 3 for each group. (K, L) GSEA of fatty acid binding and negative regulation of fat cell differentiation. (M) Hematoxylin–eosin (H&E) stain of mice femur bone marrow and (N) histomorphometry analysis of adipocyte (arrows) volume per tissue volume (Ad.V/TV). *n* = 5 for each group. (O) Immunofluorescence staining of perilipin^+^ cells in bone marrow and (P) quantification of perilipin^+^ cell numbers per area. *n* = 3 for each group. Data are represented as mean ± SEM. Each dot represents a biological replicate.

Gene ontology (GO) pathway enrichment revealed activation of immune response and myeloid cell antigen processing via MHC‐I (Figure S1A). Myeloid cells give rise to osteoclasts, which develop and adhere to bone matrix, then secrete acid and lytic enzymes that degrade it [20]. However, osteoclast‐related genes show no significant increase in the LHA group (Figure S1B).

We then assessed the effects of LHA on osteoclastogenesis during aging. BMDMs from LHA and LCA mice of 18 months were collected and plated at the same density for the examination of osteoclastogenesis in vitro. BMDMs from the LHA group also showed no significant difference in osteoclast differentiation capacity as indicated by osteoclast number (Figure S1C,D) and expression of the signature genes of osteoclasts (Figure S1E–J). Similarly, tartrate‐resistant acid phosphatase (TRAP) staining shows no difference in osteoclast numbers (N.Oc/BS) and surface (Oc.S/BS) between LHA and LCA groups (Figure S1K–L).

On the other hand, bone is a dynamic tissue undergoing constant remodeling that is orchestrated by osteoblast‐mediated bone formation and osteoclast‐mediated bone resorption [21]. GO pathway analysis of downregulated genes demonstrated enrichment in ossification, osteoblast differentiation, and trabecular bone formation (Figure 2F), and Gene Set Enrichment Analysis (GSEA) also revealed downregulation of bone mineralization (Figure 2G) and ossification (Figure 2H). We further analyzed the expression of the ossification‐related gene module. Gene expression heatmap also demonstrated significant downregulation of ossification genes (Figure S1N). Goldner's trichrome stain indicated a decrease in osteoblast number (Figure 2I,J). These results indicated a reduced bone formation activity by osteoblasts under LHA. Bone is a dynamic tissue undergoing constant remodeling that is orchestrated by osteoblast‐mediated bone formation and osteoclast‐mediated bone resorption [21], but our previous results showed no significant changes in osteoclast activity. Thereby, LHA‐related bone loss was mainly caused by a reduction in osteoblast‐mediated bone formation.

Moreover, GSEA also revealed upregulation of fatty acid binding (Figure 2K) and fat cell differentiation (Figure 2L). Upregulation of *Lipg*, a gene related to fatty acid binding, was also determined by RT‐qPCR (Figure 2E). Intriguingly, hematoxylin–eosin (H&E) stain showed increasing adipocyte volume (Ad.V/TV) in the femur bone marrow trabecular area (Figure 2M,N), and immunofluorescence staining of perilipin showed an increase in adipocyte number (Figure 2O,P). Also, further analysis of fat cell differentiation‐related gene modules showed enrichment of fat cell differentiation genes (Figure S1O). These results indicating a shift from osteogenesis to adipogenesis contributed to bone loss in LHA rather than osteoclastogenesis.

### 2.3 Cellular Heterogeneity of Bone Marrow Cells After LHA

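Bone marrow from male mice aged 18 months, kept on the control diet (LCA) or fed the high-fat diet for 12 months (LHA), was profiled by droplet-based scRNA-seq. In this assay each transcript carries a cell barcode and a unique molecular identifier (UMI), so a count is a number of captured molecules and not of reads. The methods state 3 mice per group. Each group has 1 library with no map from cells to mice, and was therefore treated as 1 sample. With 1 sample per group no test between the diets was made, no p-value is given and the spread between mice is unknown, so a difference printed here is a difference between libraries. Library batch and diet cannot be told apart in this design. Every interval printed for these data is a 95% interval that covers counting error only. The interval is exact (Clopper-Pearson) for a share of cells, exact Poisson for a sum of counts and exact conditional binomial for a ratio of levels or shares. The authors counted UMIs per gene and cell with Cell Ranger and deposited these counts without normalization. The files name another version of Cell Ranger than the methods do. The LCA library held 7016 cells and 61278038 UMIs, with a median of 5295 UMIs per cell. The LHA library held 10154 cells and 74915317 UMIs, with a median of 3658 UMIs per cell.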

To decipher the influence of LHA on cellular composition and functional states of bone marrow, we further characterized single‐cell transcriptome profiling of bone marrow in two groups. 

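Cells with fewer than 500 genes or with over 15% of their UMIs from mitochondrial genes were excluded, as in the paper, which left 6580 LCA and 9315 LHA bone marrow cells, with medians of 5623 and 3973 UMIs. Counts were scaled to 10000 per cell and log-transformed, and both libraries were clustered together on 20 principal components at a resolution of 1, the values the paper states. The genes that the paper names, mitochondrial genes and ribosomal protein genes were held out of the 2000 variable genes, so that no class was defined by a gene compared between the diets. The 32 clusters became 42 once clusters with markers of more than 1 class were divided. They were named from lists of markers other than the ones the paper uses, and a class name here means cells like that class, by at least 3 detected markers. The lists of pro- and pre-B cells and of immature B cells were joined as early B cells, and 13 classes resulted. The rules for dividing and naming clusters were set after the clusters had been seen. They left unnamed 132 cells (2.01%) of the LCA library and 150 cells (1.61%) of the LHA library. These were 68 cells with markers of both megakaryocytes and HSPCs (0.653% of LCA and 0.268% of LHA cells), 60 cells without enough markers of any list (0.547% and 0.258%), and cells with markers of both B cells and neutrophils. A neutrophil cluster with the immune and stress genes *Il1b*, *Dusp1*, *Ptgs2* and *Cxcl2* among its top genes held 9.47% of LCA and 3.53% of LHA cells. No doublets were removed, and Scrublet marked 2.40% of LCA and 2.94% of LHA cells.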

After filtering low‐quality cells with few transcripts and a high number of mitochondria genes (Figure S2A), we identified 19 major cell types in UMAP (Uniform Manifold Approximation and Projection) clusters of bone marrow samples (Figure 3A). A high proportion of neutrophils and other myeloid cells was observed (Figure 3B). 

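Neutrophils made up 2906 of 6580 LCA cells, 44.2% (43.0 to 45.4%), and 2926 of 9315 LHA cells, 31.4% (30.5 to 32.4%). The log2 ratio of the shares, LHA over LCA, was -0.49 (-0.57 to -0.42). Of the alternatives tried, the cell filter of at least 1000 genes and at most 10% mitochondrial UMIs moved it most, to -0.57. Among the myeloid classes macrophages, which here include monocytes, followed with 10.1% (9.42 to 10.9%) of LCA and 8.26% (7.70 to 8.83%) of LHA cells. Myeloid progenitors were 4.97% (4.46 to 5.52%) and 4.72% (4.30 to 5.17%), intervals that overlap, and mast cells and basophils were 1.57% (1.28 to 1.90%) and 1.46% (1.23 to 1.72%), which also overlap.

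**Figure D1:**
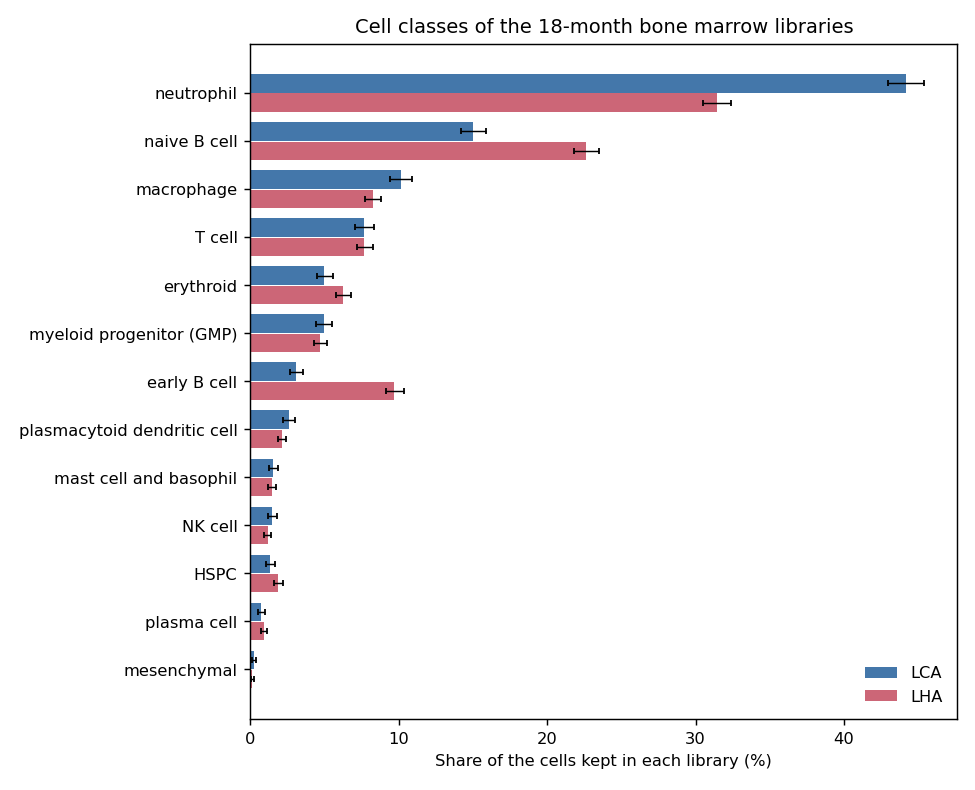
Share of the kept cells of each 18-month bone marrow library in each class, in percent, with blue bars for LCA, red bars for LHA and lines for exact binomial 95% intervals (counting error only). The neutrophil bar is shorter in LHA (31.4%) than in LCA (44.2%).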

Cell types in bone marrow samples included *Cd34* ^+^ hematopoietic stem and progenitor cells (HSPCs); granulocyte‐monocyte progenitors (GMPs, *Cd34* ^+^ and *Elane* ^+^); neutrophils (*Ly6g* ^+^); macrophages (*Cd68* ^+^, *Adgre1* ^+^); B cells (*Cd19^+^*); and other cell types, including Th2 cells (*Cd3* ^+^, *Cd4* ^+^, *Gata3^+^*), cytotoxic T cells, NK cells, plasmacytoid dendritic cells (*Siglech* ^+^), and mast cells (*Prss34* ^+^) (Figure 3C). 

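The counts of each class were summed per library and given as counts per 1000000 (CPM), with all genes in the sum. The markers the paper names took no part in the clustering or the naming, so their levels are a check on the class names. *Cd34* was highest in HSPCs, at 309 CPM in LCA and 372 CPM in LHA, and reached 72.8 and 72.9 CPM in myeloid progenitors, whose *Elane* level was 9089 and 9502 CPM. In neutrophils *Ly6g* was at 518 and 526 CPM. *Cd68* and *Adgre1* were highest in macrophages, *Cd68* at 213 and 201 CPM and *Adgre1* at 111 and 89.9 CPM. T cells had 723 and 777 CPM of *Cd3d* and 53.7 and 72.1 CPM of *Cd4*. *Gata3* was at a similar level in T cells (90.4 and 115 CPM) and NK cells (108 and 114 CPM). T cells form 1 class here because 1 marker list was set for them in advance, without a division into Th2 and cytotoxic cells. Within the class, cluster 6 (312 LCA and 479 LHA cells) had *Cd8a* and *Cd8b1* among its top genes. Cluster 12 (192 and 238 cells) had *Ikzf2* and *Izumo1r* among them. Plasmacytoid dendritic cells had 1203 and 1526 CPM of *Siglech*, and mast cells and basophils had 21514 and 22768 CPM of *Prss34*.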

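Early B cells, the class that joins pro-B, pre-B and immature B cells, were 203 of 6580 LCA cells, 3.09% (2.68 to 3.53%), and 905 of 9315 LHA cells, 9.72% (9.12 to 10.3%), a log2 ratio of 1.65 (1.43 to 1.88). Of all early B cells, 81.7% came from the LHA library, which gave 58.6% of all cells kept. With neutrophils left out of the denominator, the alternative that moved the value most, the log2 ratio was 1.36. Naive B cells rose from 15.0% (14.2 to 15.9%) in LCA to 22.6% (21.8 to 23.5%) in LHA, a log2 ratio of 0.59 (0.48 to 0.70) that became 0.29 with neutrophils left out. Both intervals lie above 0.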

HFD condition‐derived bone marrow samples occupied a large amount of pre‐B cells and immature B cells (Figure 3D). To corroborate the results of scRNA‐seq, flow cytometry of major cell types in bone marrow was performed (Figure 3E–J and Figure S2C). Flow cytometry analysis revealed that there was a slight increase in B cells and dendritic cells of the HFD group at 18 months compared to the LCA group (Figure 3I,J).

**FIGURE 3:**
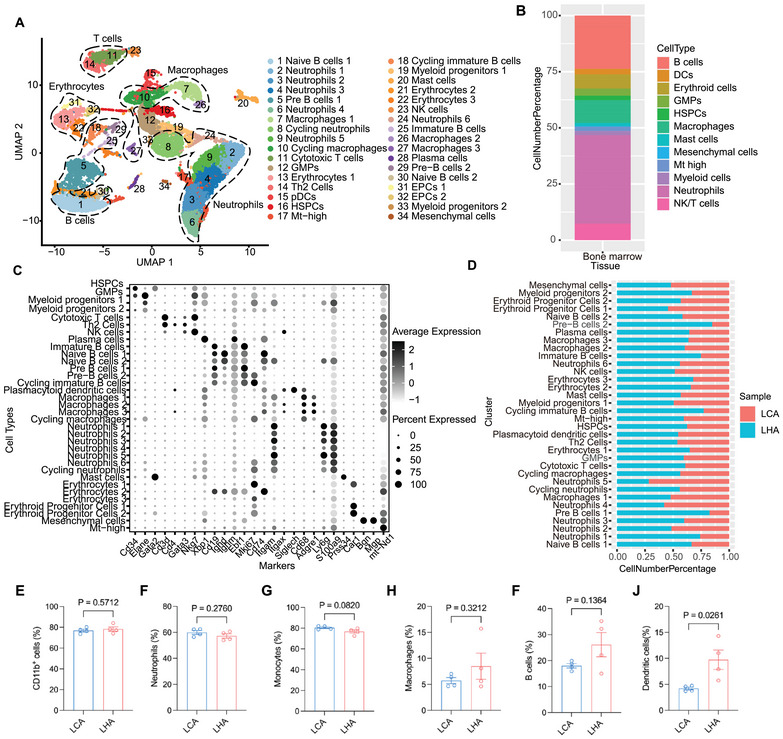
Cellular heterogeneity and single‐cell level gene alterations of bone marrow by LHA. (A) UMAP plots showing the cell clusters in merged bone marrow samples. (B) Bar plots showing the ratio of major cell types in merged bone marrow samples. (C) Dot plots showing the expression of marker genes in merged bone marrow samples. (D) Bar plots showing the ratio of each cell cluster in different conditions in merged bone marrow samples. (E–J) Flow cytometry analysis of proportions of CD11b^+^ cells, neutrophils, monocytes, macrophages, B cells, and dendritic cells in the bone marrow of CD and HFD mice. *n* = 4 for each group. Data are represented as mean ± SEM. Each dot represents a biological replicate.

### 2.4 Bone Marrow Single‐Cell Level Gene Alterations by LHA

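Among genes with a mean of at least 50 CPM and at least 20 UMIs over both libraries, the 3 with the highest and the 3 with the lowest log2 ratio of CPM, LHA over LCA, are named for each class. Immunoglobulin, T cell receptor, ribosomal protein and mitochondrial genes, and clone or model names, were left out. In macrophages, over 3093 genes, *Tppp3* (1.99), *Hba-a2* (1.27) and *Hbb-bs* (1.05) were highest, and *Thbs1* (-2.01), *Dusp1* (-1.95) and *Hist1h2ap* (-0.87) lowest. *Tppp3* was a top gene of macrophage cluster 19, which held 109 of 667 LCA and 180 of 769 LHA macrophages. In neutrophils, over 2129 genes, the highest were *Hbb-bs* (2.35), *Hba-a1* (2.02) and *Hba-a2* (1.90) and the lowest *Wfdc17* (-2.34), *Dusp1* (-1.83) and *Cxcl2* (-1.79). In T cells, over 2934 genes, *Ccl4* (2.37), *H2-Aa* (1.99) and *Gzmb* (1.95) were highest and *Ccr7* (-1.45), *Hist1h2ap* (-1.26) and *Dusp1* (-1.22) lowest. The interval of each of these values excluded 0. *Wfdc17*, *Dusp1* and *Cxcl2* were among the top genes of the neutrophil cluster that held 9.47% of LCA and 3.53% of LHA cells. Their lower level in LHA neutrophils may thus come in part from the smaller share of that cluster. *Hba-a1*, *Hba-a2* and *Hbb-bs* encode hemoglobin chains of red blood cells, and *Hbb-bs* was higher in LHA in 9 of the 12 classes with a value.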

We analyzed DEGs in different cell types from bone marrow and brain samples in LCA and LHA. Cell types with certain levels of DEGs were selected for GO enrichment analysis. 

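*Chil3* (ENSMUSG00000040809) is a protein-coding gene on chromosome 3 from 106147554 to 106167564 of GRCm38 (GENCODE M21), and *Fabp4* (ENSMUSG00000062515) lies on chromosome 3 from 10204088 to 10208576. Both are on the minus strand. These positions are those of a reference matched to the files by gene identifier, while the methods name another build. In bone marrow macrophages *Chil3* had 17953 UMIs in LCA and 31953 in LHA, of 7390386 and 7888118 UMIs of the class. Its level rose from 2429 CPM (2394 to 2465) to 4051 CPM (4006 to 4095), a log2 ratio of 0.74 (0.71 to 0.76). At a resolution of 0.5 this log2 ratio was 0.88, the largest move among the alternatives. *Fabp4* had 165 and 509 UMIs and rose from 22.3 CPM (19.0 to 26.0) to 64.5 CPM (59.0 to 70.4), a log2 ratio of 1.53 (1.28 to 1.79). Both genes were higher in LHA under each alternative tried, none of which held the mix of clusters within the class fixed.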

In bone marrow macrophages, the LHA group upregulated *Chil3* and *Fabp4* (Figure 4A). The enriched terms included mononuclear differentiation and angiogenesis (Figure 4B). A higher level of *Fabp4* in LHA mice was associated with inflammatory response and adipocyte regulation [22, 23]. We confirmed the upregulation of *Fabp4* in BMDMs from the LHA group (Figure S3A). Accordingly, we detected serum levels of inflammatory cytokines by bead‐based immunoassay (Figure S3B–K). The LHA group serum showed a significantly higher level of interleukin‐6 (IL‐6) and interleukin‐12p70 (IL‐12p70) (Figure S3A,B). IL‐6 is produced in response to infections and tissue injuries and plays different roles in different contexts, while dysregulated continual synthesis of IL‐6 has a pathological effect on chronic inflammation and autoimmunity [24]. IL‐12p70 is mainly produced by activated monocytes, macrophages, and DCs [25]. Interleukin‐12 (IL‐12) is essential for the differentiation and maintenance of Th1 effector cells, which link the innate immune system to the adaptive immune system [26].

**FIGURE 4:**
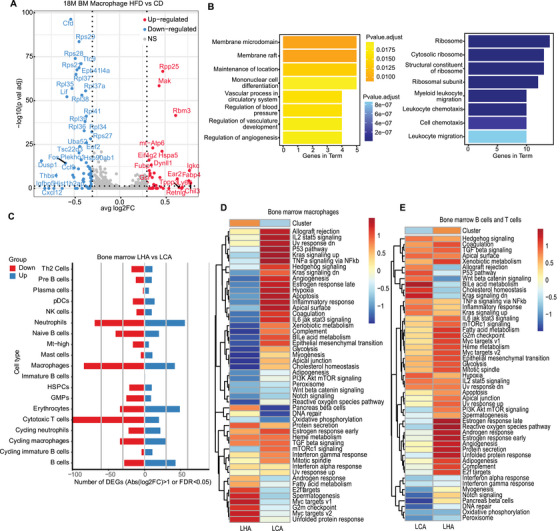
DEGs pathway analysis in LHA bone marrow. (A) Volcano plots (left) and (B) gene function enrichment results of DEGs (right, upregulated: yellow; downregulated: blue) in bone marrow macrophages. (C) Bar plots showing the number of DEGs in bone marrow in LHA condition. (D) GSVA enrichment results of bone marrow macrophages (E) bone marrow lymphocytes.

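A number of changed genes cannot be counted from 1 library per diet. In its place, the class sums were thinned to 200000 UMIs in each library, and the median absolute log2 ratio of genes at 50 CPM or more was taken as the size of change, beside the same value between 2 random parts of equal size of the cells of 1 library, averaged over 10 divisions. In T cells the size of change was 0.326 between the diets and 0.280 between such parts, over 3199 genes. In macrophages the values were 0.306 and 0.273 over 3345 genes, and in neutrophils 0.304 and 0.267 over 2351 genes. Plasma cells had the largest value in the bone marrow, 0.367 against 0.316 between parts of 1 library, over 1319 genes. T cells alone of the 3 classes were among the 3 with the largest values. This count stayed at 1 under each alternative set in advance. It was 2, with neutrophils, by the size less the value between parts of 1 library, an order chosen after the results had been seen. The value between parts of 1 library holds no difference between diets, and in each of these classes it was the larger part of the size of change.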

In the bone marrow, T cells, neutrophils, and macrophages harbored the greatest number of DEGs across all the cell types in the LHA condition (Figure 4C). We performed gene set variation analysis (GSVA) of specific pathways in different conditions. In LHA bone marrow macrophages, unfolded protein response (UPR)‐induced UPR and MYC target pathways were enriched (Figure 4D). 

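No gene set collection was used here. The sets were listed by hand as canonical members, and GSVA, the paper's rank-based score per sample, was not run. The median log2 ratio, LHA over LCA, of the unfolded protein response genes in macrophages was 0.23 (0.21 to 0.37), with 23 of 25 genes higher in LHA. That median lay at percentile 99.99 among those of 10000 random lists of the same size matched on mean expression, whose middle was 0.07. The percentile describes these libraries and tests nothing about the diet. The interval of a set median comes from repeated Poisson draws of the members' counts. The MYC target list had a median of 0.30 (0.21 to 0.30) with 32 of 37 genes higher, at percentile 100 of its own random lists. With each cell thinned to 1000 UMIs the MYC median was 0.14, the largest move of these sets. From the enrichment of these pathways in its own analysis, the paper concludes that LHA induced ER stress, which triggered the UPR, and proposes that this may decrease protein synthesis and macrophage polarization (Figure 4D).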

LHA‐induced ER stress triggered the UPR pathway and may decrease protein synthesis as well as macrophage polarization [27, 28] (Figure 4D). 

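The list of reactive oxygen species genes had a median log2 ratio of 0.19 (0.06 to 0.24) in T cells, with 18 of 24 genes higher in LHA. This was at percentile 87.2 of the matched random lists, whose own middle was 0.12 in T cells. In naive B cells the median was 0.18 (0.09 to 0.24), at percentile 99.7, with 17 of 24 genes higher. In early B cells it was 0.00 (-0.12 to 0.08), at percentile 66.0, and the interval included 0.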

In lymphocytes (B cells and T cells), LHA lymphocytes enriched reactive oxygen species (ROS), which could lead to bone marrow suppression [29] (Figure 4E). Interestingly, neither macrophages nor lymphocytes of bone marrow demonstrated a higher enrichment level of acute inflammatory response (Figure 4D,E), as reported in short‐term HFD [30]. 

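The inflammatory response list had a median log2 ratio of -0.30 (-0.46 to -0.18) in macrophages, and 5 of 20 genes were higher in LHA. Each of the 10000 matched random lists had a higher median, so its percentile was 0. In T cells the median was -0.18 (-0.61 to 0.08), in naive B cells 0.16 (-0.10 to 0.33) and in early B cells -0.27 (-0.77 to 0.04), and each of these 3 intervals included 0. The T cell value rests on 14 genes and was 0.37 over the genes with at least 100 UMIs and 0.52 with cells thinned, so no direction is read from it.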

Meanwhile, the overall level of serum also shows no upregulation of inflammatory cytokines such as interleukin‐1 (IL‐1) and tumor necrosis factor‐α (TNF‐α) (Figure S4C–J). It could possibly be attributed to the dysfunction of the bone marrow immune system after LHA.

### 2.5 Overlap of LHA Mice and Osteocyte‐Deficient Mice Gene Perturbation in Bone Marrow

Specialized niches within the bone marrow guide and constrain the development of HSCs and lineage‐restricted immune progenitor cells. Trabecular bone, especially the osteolineage cells, contributes to the niche. We have previously reported that conditional deletion of osteocytes by the expression of diphtheria toxin subunit α in osteocytes caused a shift from osteogenesis to adipogenesis of the mesenchymal environment and mobilized myeloid lineage differentiation in bone marrow [9]. The imbalanced adipo‐osteogenic differentiation caused by the partial ablation of osteocytes paralleled the LHA condition (Figure 2). We also observed a reduction in the osteocyte number of LHA femurs (Figure S4A,B). Therefore, we further evaluated the overlap perturbation genes between osteocyte‐deficient mice and LHA bone marrow samples to narrow down the perturbation caused by the mesenchymal environment. LHA bone marrow samples demonstrated several overlapping upregulated and downregulated genes (Figure S4C,D). We checked the expression patterns of those overlapping genes in myeloid cells. *Ms4a6c*, *Ctss*, *Ccr2*, and *Ccl9* were enriched in macrophages (Figure S4E). 

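In the 18-month libraries *Ms4a6c* had 1309.8 CPM in LCA macrophages against 2.58 CPM in LCA neutrophils. For *Ctss* the levels were 976 and 5.26 CPM, and for *Ccr2* 1480.0 and 1.61 CPM. *Ccl9* was at 609 CPM in macrophages and 6.04 CPM in neutrophils, and highest in mast cells and basophils, at 1179 CPM. LHA macrophages had 1066 CPM of *Ms4a6c*, a log2 ratio of -0.30 (-0.34 to -0.25). The log2 ratio, LHA over LCA, was -0.35 (-0.40 to -0.30) for *Ctss*, -0.18 (-0.21 to -0.14) for *Ccr2* and -0.58 (-0.65 to -0.52) for *Ccl9* in the same class. Each of the 4 genes was lower in LHA macrophages under each alternative tried. The class holds unlike clusters, and no alternative held their mix fixed. Cluster 8, with *Ccr2* and *Ms4a6c* among its top genes, held 396 of 667 LCA and 340 of 769 LHA macrophages. A change of mix within the class thus stays open as a source of these lower values. The osteocyte-deficient mice of the paper's comparison were not analysed here.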

Functional enrichment of overlapped upregulated genes indicated antigen processing and presentation and positive regulation of immune response (Figure S4G). 

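*Oasl2* stands here for the paper's *Oast2*, a symbol that the files do not list. In neutrophils *Pla2g7* was at 62.5 CPM (59.2 to 65.9) in LCA and 80.4 CPM (76.3 to 84.7) in LHA, a log2 ratio of 0.36 (0.26 to 0.47). *Oasl2* was at 32.9 CPM (30.5 to 35.4) and 40.1 CPM (37.2 to 43.1), a log2 ratio of 0.28 (0.13 to 0.44) that became -0.02 under the stricter cell filter. The median log2 ratio of all genes in neutrophils was 0.19, inside the interval of *Oasl2* and below that of *Pla2g7*. Macrophages had 85.7 CPM of *Pla2g7* and 43.2 CPM of *Oasl2* in LCA, more than the neutrophils of that library.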

Downregulated genes, including *Pla2g7*, *Oast2*, and *Pbx1*, were enriched in neutrophils with the function of lymphocyte activation and cytokine production (Figure S4F,H). These results suggested that LHA may induce similar perturbations in bone marrow macrophages compared with the osteocyte ablation condition, which is supportive of the regulation of the mesenchymal environment on bone marrow macrophages during LHA.

### 2.6 Single‐Cell Level Gene Alterations of Brain by LHA

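The brain libraries came from the same mice as the bone marrow libraries, with 1 library for LCA and 1 for LHA, and the limits on comparing diets given for the bone marrow hold for the brain. The LCA brain library held 8095 cells and 69264428 UMIs, with a median of 6400.0 UMIs per cell. The LHA brain library held 7256 cells and 61537460 UMIs, with a median of 6965 UMIs per cell. According to the methods, brain tissue was minced, digested with enzymes, and cleared of erythrocytes and dead cells, so the shares below are those of the cells recovered.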

To explore the potential regulatory relationship between bone marrow and solid organs, we extended our analysis to the brain to investigate potential interactions by conducting scRNA‐Seq of the brain on the same batch of LHA and LCA mice. 

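The cell filter and clustering of the bone marrow were applied to the brain and left 7000 LCA and 5883 LHA cells, with medians of 6948.5 and 8173 UMIs. There were 28 clusters, 32 after division, and 17 classes. Unnamed cells were 56 of the LCA and 119 of the LHA cells. They comprised 115 cells with markers of both endothelial cells and pericytes (0.557% of LCA and 1.29% of LHA cells), 33 cells, all from LHA, with markers of both olfactory ensheathing glia and astrocytes (0.561%), and 27 further cells with these 2 sets of markers (0.243% and 0.170%). A cluster of 262 cells named choroid plexus epithelial cells held 243 LCA and 19 LHA cells, of which 4 LHA cells had keratin transcripts and little *Ttr*. A cluster mostly of 1 library may be that library and not a cell state. Microglia included a cluster with *Ccl3*, *Ccl4* and *Il1a* among its top genes (6.21% of LCA and 10.9% of LHA cells) and a cluster with *Tnf*, *Ccl3*, *Cd14* and *Cxcl2* lower among them (6.89% and 5.46%). Scrublet marked 1.53% of LCA and 2.46% of LHA cells, which were kept.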

After filtering low‐quality cells with few transcripts and a high number of mitochondria genes in brain samples (Figure S2B), we annotated 18 major cell types (Figure 5A,B). 

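Oligodendrocytes were 35.2% (34.1 to 36.4%) of LCA and 29.5% (28.3 to 30.7%) of LHA brain cells, and microglia were 27.8% (26.7 to 28.9%) and 30.2% (29.0 to 31.4%). The log2 ratio of the shares, LHA over LCA, was -0.26 (-0.35 to -0.17) for oligodendrocytes and 0.12 (0.03 to 0.21) for microglia, and the microglia value became -0.02 under the stricter cell filter. Astrocytes were few, with 52 LCA and 24 LHA cells, 0.743% and 0.408%. With the unnamed cells that have markers of astrocytes and of olfactory ensheathing glia counted in, a choice made after the results had been seen, there were 69 and 67, and the log2 ratio of the share went from -0.86 (-1.63 to -0.14) to 0.21 (-0.30 to 0.71).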

Different glial cells dominated the majority of cells detected (Figure 3D). 

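The genes the paper uses as brain markers were likewise kept out of clustering and naming. *Pdgfra* was highest in OPCs, at 1281 and 1574 CPM in LCA and LHA. Oligodendrocytes had 1811 and 1949 CPM of *Cldn11* and 1189 and 1316 CPM of *Mog*, and microglia 644 and 558 CPM of *Tmem119*. *Cldn5* was at 3885 and 3627 CPM in endothelial cells, and at 725 CPM in the 12 LHA neutrophils. *Kcnj8* was at 680.0 and 1090.1 CPM in pericytes, *Gja1* at 772 and 630.3 CPM in astrocytes and *Ccdc153* at 1801 and 1528 CPM in ependymocytes. *Ttr* took 242931 and 317216 CPM in choroid plexus epithelial cells and also reached 39848 CPM in LCA mature neurons, where LHA had 955 CPM. The class of arachnoid barrier or fibroblast-like cells had 169.7 and 399 CPM of *Slc47a1*. Immature neurons had 2209 and 2447 CPM of *Sox11* and mature neurons 960.1 and 1489 CPM of *Syt1*.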

We identified *Pdgfra* ^+^ oligodendrocyte precursor cells (OPCs); oligodendrocytes (*Cldn11* ^+^ and *Mog* ^+^); microglia (*Tmem119* ^+^); endothelial cells (*Cldn5* ^+^); pericytes (*Kcnj8* ^+^); choroid plexus epithelial cells (CPCs, *Ttr* ^+^); astrocytes (*Gja1* ^+^); ependymocytes (*Ccdc153* ^+^); arachnoid barrier cells (ABCs, *Slc47a1* ^+^); immature neurons (*Sox11* ^+^); mature neurons (*Syt1* ^+^); and immune‐related cell types (Figure S5A). 

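Choroid plexus epithelial cells were 822 of 7000 LCA cells, 11.7% (11.0 to 12.5%), and 245 of 5883 LHA cells, 4.16% (3.67 to 4.71%), a log2 ratio of -1.50 (-1.71 to -1.29). With microglia, oligodendrocytes and endothelial cells left out of the denominator, the alternative that moved it most, the log2 ratio was -1.19. Neutrophils were 78 LCA cells, 1.11% (0.882 to 1.39%), and 12 LHA cells, 0.204% (0.105 to 0.356%), a log2 ratio of -2.45 (-3.46 to -1.56). OPCs were 9 and 6 cells, 0.129% (0.0588 to 0.244%) and 0.102% (0.0374 to 0.222%), a log2 ratio of -0.33 (-2.11 to 1.32), so a difference in OPCs was not detectable at this depth. At a resolution of 0.5 and under the stricter cell filter no cluster was named OPC.

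**Figure D2:**
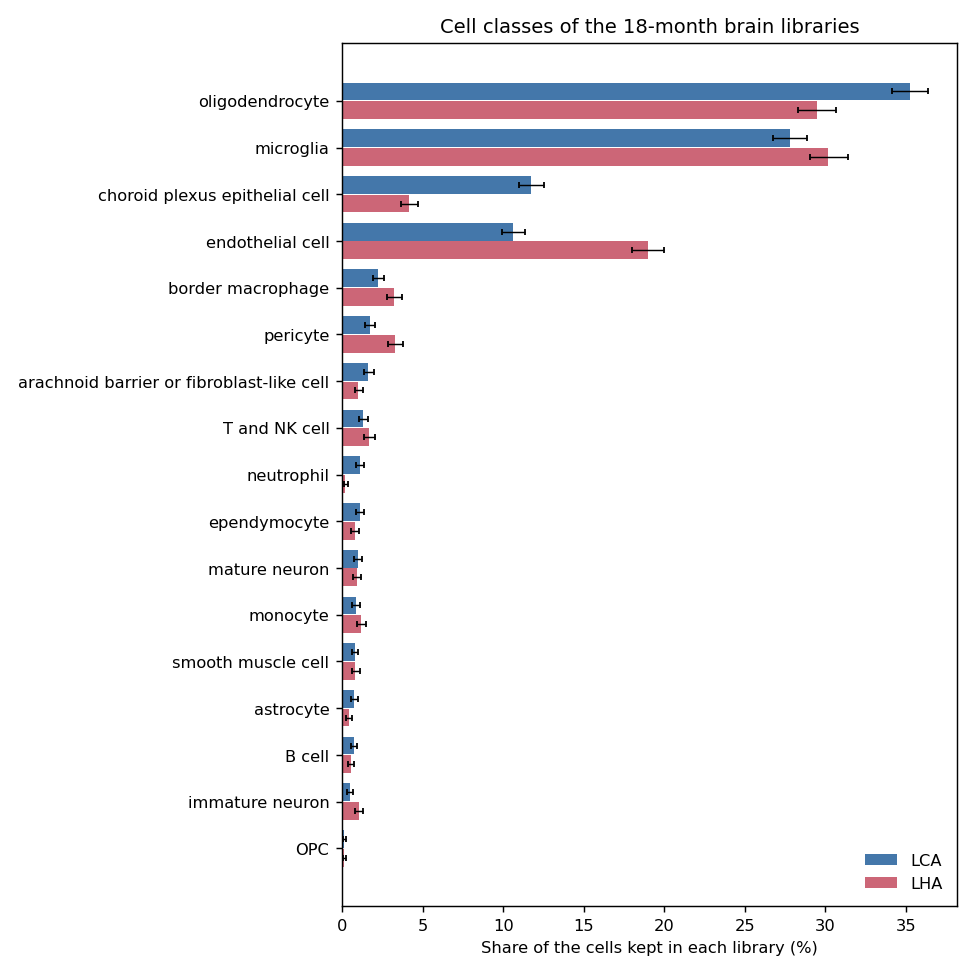
Share of the kept cells of each 18-month brain library in each class, in percent, with blue bars for LCA, red bars for LHA and lines for exact binomial 95% intervals (counting error only). The bar of choroid plexus epithelial cells is shorter in LHA (4.16%) than in LCA (11.7%), while that of endothelial cells is longer in LHA.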

HFD‐derived brain samples showed a reduced proportion of CPCs, neutrophils, and OPCs (Figure 5B).

**FIGURE 5:**
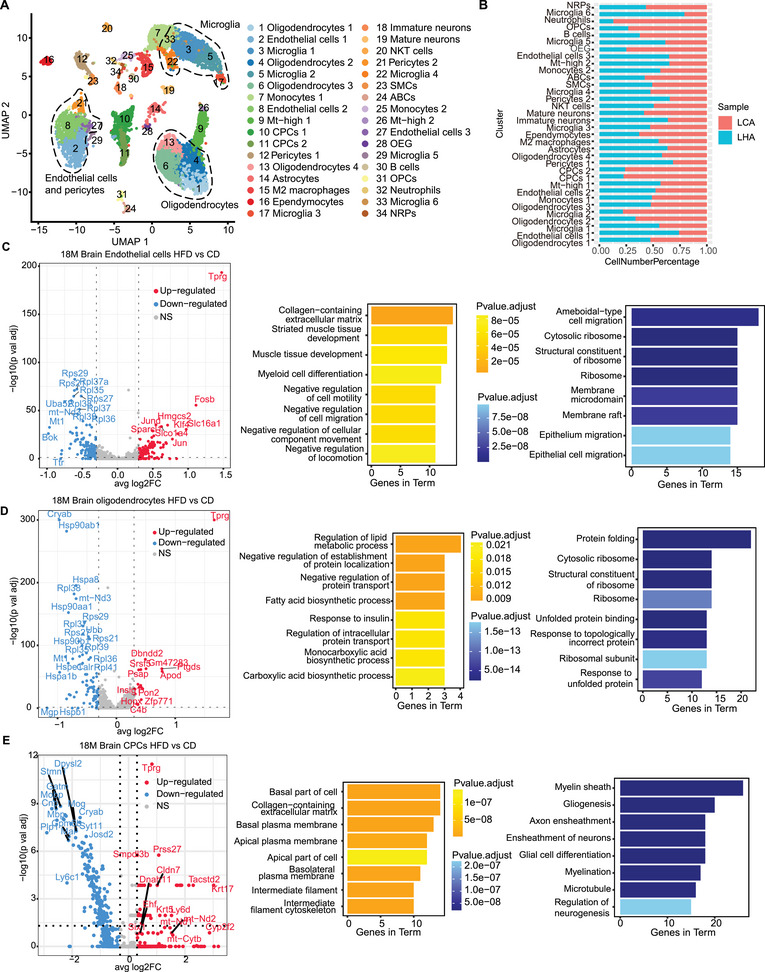
Single‐cell level gene alterations of the brain by LHA. (A) UMAP plots showing the cell clusters in merged brain samples. (B) Bar plots showing the ratio of each cell cluster in different conditions in merged brain samples. (C–E) Volcano plots (left) and gene function enrichment results of DEGs (right, upregulated: yellow; downregulated: blue) in brain endothelial cells (C), brain oligodendrocytes (D), and CPCs (E).

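The size of change in brain classes, measured on thinned class sums as in the bone marrow, was 0.290 in oligodendrocytes (0.263 between equal parts of 1 library), 0.306 in microglia (0.258), 0.321 in endothelial cells (0.268) and 0.357 in choroid plexus epithelial cells (0.274). Monocytes had the largest value, 0.483 against 0.358 between such parts. Of these 4 classes 0 were among the 4 with the largest values, against 1 under the stricter cell filter. Choroid plexus epithelial cells were also among them by the size less the value between parts of 1 library, an order chosen after the results had been seen. Brain B cells, with a size of 0.435, and smooth muscle cells had no value between parts and were left out of that order. The place of choroid plexus epithelial cells in it may depend on this. The measure has no direction, and each class was taken at the same depth.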

In the brain, oligodendrocytes, microglia, CPCs, and endothelial cells demonstrated a high number of upregulated DEGs in the LHA condition (Figure S5B). Results from GO enrichment showed inhibition of cell migration in the LHA group endothelial cells, indicating a compromised capacity to restore vessel integrity (Figure 5C). 

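*Apod* (ENSMUSG00000022548), on chromosome 16 from 31296192 to 31314808 of GRCm38, had 92585 UMIs in LCA and 134439 UMIs in LHA oligodendrocytes, of 18016688 and 15321825 UMIs of the class. Its level rose from 5139 CPM (5106 to 5172) to 8774 CPM (8728 to 8821), a log2 ratio of 0.77 (0.76 to 0.78). The value moved most, to 0.74, without mitochondrial, ribosomal protein and hemoglobin genes in the denominator. By the rule of size used for the bone marrow, the highest log2 ratios in oligodendrocytes were those of *Sparc* (0.93), *Aldoc* (0.90) and *Srebf1* (0.81), and the lowest those of *Sdf2l1* (-1.28), *Hspb1* (-1.22) and *Zbtb16* (-1.19). In endothelial cells *Fosb* (1.38) and *Ccl3* (1.35) were among the highest and *Stc1* (-1.91), *Igfbp3* (-1.44) and *Plvap* (-1.35) were lowest. In microglia the highest were *Csf1* (1.39), *Hba-a2* (1.24) and *Creb5* (1.10) and the lowest *Dusp6* (-1.54), *Fos* (-1.38) and *Cryab* (-1.19). Over these classes 2945, 3004 and 2628 genes were ranked, and each interval excluded 0.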

LHA group oligodendrocytes showed an increased abundance of *Apod* in the elderly and Alzheimer's dementia (Figure 5D) [31]. Enriched GO terms in oligodendrocytes included fatty acid biosynthetic process and lipid metabolic process (Figure 5D). In CPCs, we identified remarkable downregulation of *Plp1*, *Mobp*, *Mbp*, and *Stmn1*, which were associated with gliogenesis and neurogenesis in the LHA condition (Figure 5E) [32]. 

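In choroid plexus epithelial cells *Mobp* (chromosome 9 from 120149707 to 120181484 of GRCm38) had 3458 UMIs in LCA and 177 in LHA, of 17332522 and 7949702 UMIs of the class. Its level fell from 199.5 CPM (193 to 206) to 22.3 CPM (19.1 to 25.8), a log2 ratio of -3.16 (-3.39 to -2.95). *Mbp* (chromosome 18 from 82475146 to 82585637) fell from 383 to 84.8 CPM, a log2 ratio of -2.18 (-2.29 to -2.06), and *Stmn1* (chromosome 4 from 134468320 to 134473843) from 168 to 37.6 CPM, a log2 ratio of -2.16 (-2.34 to -1.99). The stricter cell filter moved these most, to -3.81 for *Mobp*, -2.80 for *Mbp* and -2.88 for *Stmn1*. *Mobp* and *Mbp* are abundant in oligodendrocytes, where *Mobp* was at 3407 and 3017 CPM in LCA and LHA, and were also detected in microglia, with 178 and 128 CPM of *Mobp*. Without the cluster that was mostly of the LCA library, the log2 ratio of *Mobp* was -1.54 (-1.81 to -1.28). The highest log2 ratios of the class were those of *Dbp* (1.34), *Egr1* (1.06) and *Nr1d1* (1.05), and the lowest those of *Ly6c1* (-3.18), *Mobp* and *Fez1* (-3.00). *Ly6c1* is on the list of endothelial markers used here, so transcripts of other classes than oligodendrocytes were lower too. The paper relates the fall of *Mobp*, *Mbp* and *Stmn1* to gliogenesis and neurogenesis, and states that LHA changed the regulation of these processes by the brain's vascular cells.

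**Figure D3:**
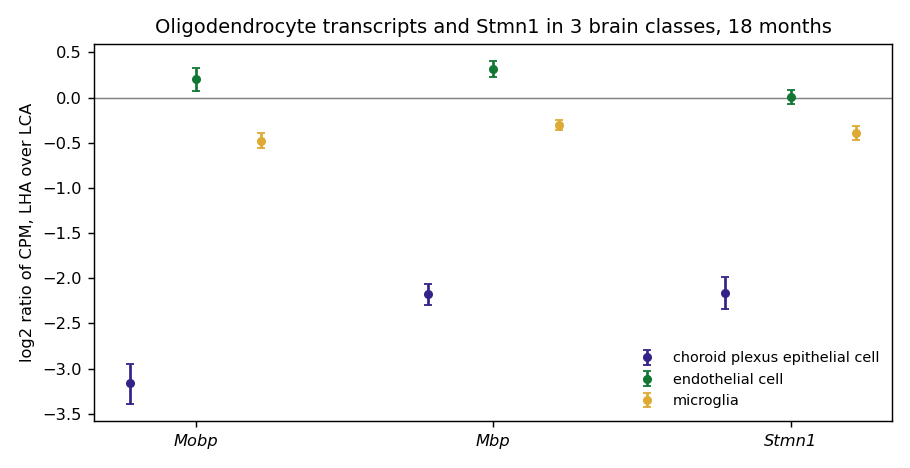
Log2 ratio of CPM, LHA over LCA, of *Mobp*, *Mbp* and *Stmn1* in choroid plexus epithelial cells, endothelial cells and microglia of the 18-month libraries, with exact conditional binomial 95% intervals (counting error only). The points of choroid plexus epithelial cells lie between -3.16 and -2.16, below those of both other classes.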

Generally, myeloid cell differentiation was induced in LHA bone marrow samples. LHA condition induced reduction of vascular cell subtypes in the brains of aged mice as well as their regulation function of gliogenesis and neurogenesis. 

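Endothelial cells were 743 of 7000 LCA cells, 10.6% (9.90 to 11.4%), and 1116 of 5883 LHA cells, 19.0% (18.0 to 20.0%), a log2 ratio of 0.84 (0.70 to 0.97). Pericytes were 121 cells, 1.73% (1.44 to 2.06%), and 193 cells, 3.28% (2.84 to 3.77%), a log2 ratio of 0.92 (0.59 to 1.26). Smooth muscle cells were 0.786% (0.592 to 1.02%) and 0.833% (0.617 to 1.10%), which differ by less than the counting error. The endothelial log2 ratio was above 0 under each alternative tried. Most of the rise lay in cluster 8 of the class, with 1.93% of LCA and 8.16% of LHA cells. Clusters 7 (4.24% and 6.07%) and 9 (4.44% and 4.74%) rose less.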

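In oligodendrocytes the median log2 ratio of the interferon alpha response list was 0.20 (0.01 to 0.27), with 13 of 21 genes higher in LHA, at percentile 94.5 of the matched random lists. It changed sign under the stricter cell filter, to -0.17. In microglia the oxidative phosphorylation list, the nuclear genes of the respiratory chain and ATP synthase, had a median of -0.09 (-0.11 to -0.06). Of its 93 genes 28 were higher in LHA, and each random list had a higher median. That median was -0.01 when taken as the mean over cells and stayed below 0 under each alternative. The DNA repair list had a median of 0.06 (0.00 to 0.12), an interval that includes 0, with 20 of 33 genes higher, at percentile 90.0.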

Further GSVA analysis showed LHA‐induced interferon alpha response in oligodendrocytes (Figure S5C) as well as oxidative phosphorylation and DNA repair in microglia. 

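The median log2 ratio of the hypoxia list in microglia was 0.08 (0.03 to 0.14), with 14 of 24 genes higher in LHA, at percentile 94.6 of the matched random lists. The IL2-STAT5 signaling list had a median of 0.32 (0.10 to 0.32), with 13 of 23 genes higher, and each matched random list had a lower median. With cells thinned to 1000 UMIs the IL2-STAT5 median fell to 0.07. As 13 of 23 genes is near an even split, its members went both ways.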

In LHA microglia, hypoxia and IL2‐STAT5 signaling pathways were enriched (Figure S5D). LHA‐induced inflammation and oxygen‐deficient environment in brain glial cells may further contribute to neuroinflammation [33].

We next validated if neurological injury and neural inflammation coexist with the mentioned bone marrow changes in our model. Neurons of the hippocampus in the LCA group displayed integrative and well‐maintained morphology by Nissl staining (Figure S5E). However, in the LHA group, the morphology of neurons in the dentate gyrus (DG), CA1, and CA3 appeared indistinct, and their Nissl substance decreased compared with the LCA group (Figure S5E). The number of viable neurons was significantly reduced in the LHA group (Figure S5F–G), which indicated a low functional state of hippocampal neurons in LHA mice. In previous studies, microglia activation was reported to mediate HFD‐induced neuroinflammation [34, 35], and microglia dysfunction contributed to the neurological injury [36, 37]. In LHA mice, a significant increase in Iba1^+^ microglia number was detected in the hippocampus (Figure S5I,J), which indicated an activation of hippocampal microglia. However, the percentage of CD68^+^ cell numbers in Iba1^+^ microglia decreased in the LHA group (Figure S5K), indicating decreased phagocytic activity of microglia. Although the number of microglia increased due to the stimulation of HFD, the function of microglia might be compromised by LHA. These results indicated the underlying connection between impaired bone marrow microenvironment and brain pathology.

### 2.7 Intercellular Communication Between Bone Marrow Macrophages and Brain Vascular Cells

To evaluate the LHA‐induced inflammation crosstalk between bone marrow macrophages and brain vascular cells. We constructed a cell–cell communication network of brain vascular cells (endothelial cells and pericytes) and bone marrow macrophages in LHA conditions using CellChat [38] (Figure 6A). The *Ptn–Sdc3* axis played a pro‐migratory and pro‐differentiating role on cortical neurons [39] (Figure 6B). 

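CellChat was not run here, so these values are levels of the ligand and the receptor and give no probability of an interaction. *Ptn* was at 843 CPM (823 to 864) in LCA and 905 CPM (887 to 923) in LHA endothelial cells, a log2 ratio of 0.10 (0.06 to 0.15). The median log2 ratio of all genes in endothelial cells, 0.09, lay inside this interval. In pericytes *Ptn* rose from 2736 CPM (2601 to 2875) to 5059 CPM (4903 to 5218), a log2 ratio of 0.89 (0.80 to 0.97), which was 0.51 when all variable genes were used for clustering. *Sdc3* was at 64.9 CPM (59.3 to 71.0) in LCA and 69.0 CPM (63.3 to 75.01) in LHA bone marrow macrophages, a log2 ratio of 0.09 (-0.09 to 0.27), not apart from 0. Its value was 0.37 as the mean over cells and -0.13 under the stricter cell filter. *Sdc3* was a top gene of macrophage cluster 26, with 57 LCA and 102 LHA cells. Their median was 3172 UMIs per cell, against 9374 in macrophage cluster 8. Such cells weigh less in the class sum than in the mean over cells. To compare shares of cells with a UMI, each cell was thinned to 1000 UMIs, and 13 LCA and 27 LHA endothelial cells with fewer were left out. *Ptn* was then seen in 52.3% of LCA and 54.9% of LHA endothelial cells, against 3.53% and 3.67% of microglia, a class taken as background. Without thinning the endothelial shares were 90.0% and 88.2%, at median depths of 7812 and 7567 UMIs, and those of microglia 11.4% and 15.5%, at 7221 and 9308.5 UMIs. Of the microglia, 16 LCA and 34 LHA cells were left out. *Sdc3* was seen in 6.69% of LCA and 8.50% of LHA macrophages after thinning (30.7% and 29.3% before), with 9 and 16 cells left out. In erythroid cells, the background class of the bone marrow, the shares were 0.306% and 0.516% (0.912% and 2.92% before), with 2 and 2 cells left out. Median depths were 9274 and 8551 UMIs in macrophages and 16739 and 15942 UMIs in erythroid cells.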

Endothelial cells expressing *Ptn* could interact with *Ncl* to promote cell migration [40, 41]. 

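In bone marrow macrophages *Ncl* had 1854 UMIs in LCA and 2466 in LHA. Its level rose from 251 CPM (239.6 to 263) to 313 CPM (300.4 to 325), a log2 ratio of 0.32 (0.23 to 0.41). *Ncl* encodes nucleolin, which cells of many kinds make, and UMIs do not tell surface protein from nucleolar protein.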

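*Cxcl12* (chromosome 6 from 117168535 to 117181367 of GRCm38) was at 1522 CPM (1495 to 1549.8) in LCA and 1821 CPM (1796 to 1846) in LHA endothelial cells of the brain, a log2 ratio of 0.26 (0.23 to 0.29). In pericytes it was at 94.9 CPM (71.3 to 124) and 169 CPM (141 to 199.8), a log2 ratio of 0.83 (0.36 to 1.31). After thinning, 68.5% of LCA and 74.2% of LHA endothelial cells had a *Cxcl12* UMI (93.0% and 94.4% without thinning), and 0.259% and 0.230% of microglia (1.39% and 2.25% without). The shares of pericytes were 5.00% and 11.2%, with 1 and 6 cells left out (24.8% and 38.9% without thinning, at median depths of 3584 and 3509 UMIs). The receptor gene *Cxcr4* (chromosome 1 from 128588199 to 128592293) went from 208 CPM (198 to 218) in LCA to 173 CPM (164 to 182) in LHA bone marrow macrophages, a log2 ratio of -0.27 (-0.37 to -0.16), and was lower in LHA under each alternative tried. Its share of macrophages with a UMI after thinning was 16.9% in LCA and 13.0% in LHA (66.3% and 53.4% without), against 6.73% and 7.57% of erythroid cells (61.4% and 63.5% without).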

The *Cxcl12–Cxcr4* axis also contributed to the migration of bone marrow‐derived peripheral macrophages through the blood‐brain barrier (BBB) at LHA condition (Figure 6B). It could be inferred that bone marrow macrophages were recruited via the *Ptn–Sdc3* axis and *Cxcl12–Cxcr4* axis. We further validated our RNA sequencing results by immunofluorescence staining. We observed increased expression of CXCL12 in brain CD31‐positive endothelial cells, alongside an upregulation of CXCR4 in bone marrow macrophages (Figure 6C,D). An increase in PTN expression in brain CD31‐positive endothelial cells and Sdc3 expression in bone marrow macrophages was also observed (Figure 6E,F).

**FIGURE 6:**
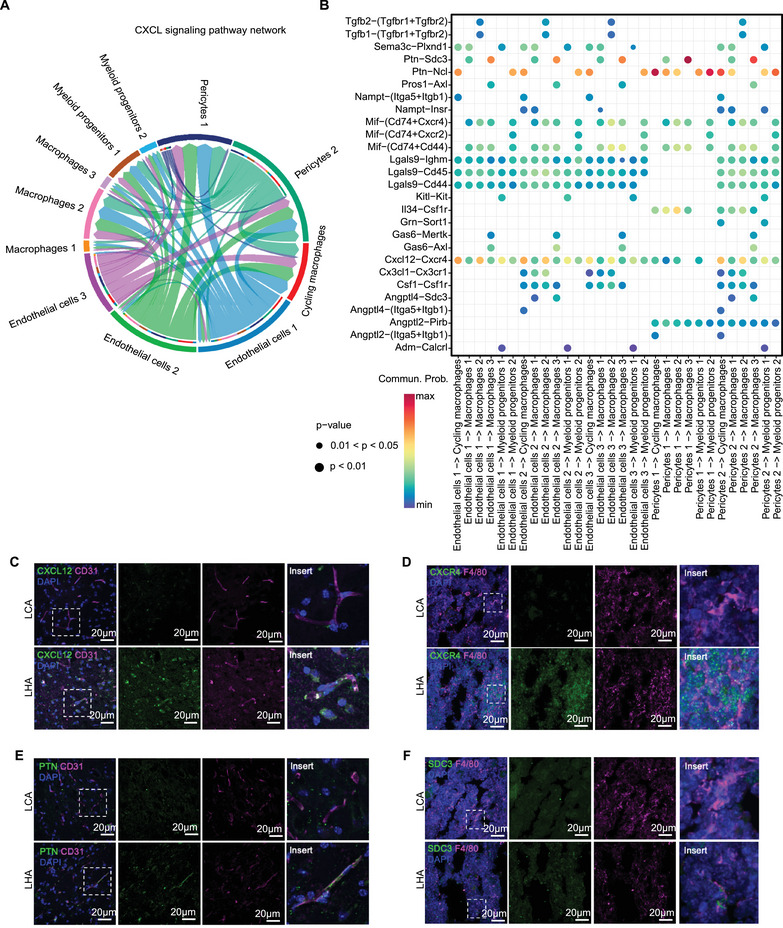
Gene regulation network between LHA bone marrow and brain. (A) Cell–cell interaction network of CXCL signaling pathways between bone marrow myeloid cells and brain stromal cells (directions indicated the ligand–receptors from brain to bone marrow). (B) Heatmap showing the specific ligand–receptor pairs in (A). (C) Immunofluorescence staining of CXCL12 in brain CD31^+^ endothelial cells. (D) Immunofluorescence staining of CXCR4 in bone marrow F4/80^+^ macrophages. (E) Immunofluorescence staining of PTN in brain CD31^+^ endothelial cells. (F) Immunofluorescence staining of sydecan‐3 (SDC3) in bone marrow F4/80^+^ macrophages.

To explore the ligand–receptor interactions from bone marrow macrophages to brain vascular cells, we constructed a cell–cell communication network starting from bone marrow myeloid cells to brain vascular cells (endothelial cells and pericytes) in LHA condition using CellChat (Figure S6A). The *Psap‐Gpr37* axis was identified as a candidate with the highest probability in the LHA group, which mainly links bone marrow macrophages to endothelial cells subpopulation 3 (Figure S6B). 

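*Psap* was at 3610.5 CPM (3567 to 3654) in LCA and 3598 CPM (3557 to 3640.4) in LHA bone marrow macrophages, a log2 ratio of 0.00 (-0.03 to 0.02), so no difference was detectable. A *Psap* UMI was seen in 94.8% and 94.7% of macrophages thinned to 1000 UMIs (99.4% and 99.2% without thinning) and in 10.1% and 12.7% of erythroid cells (73.9% and 74.96% without). *Gpr37* had 143 UMIs in LCA and 305 UMIs in LHA endothelial cells, 18.2 CPM (15.3 to 21.4) and 26.8 CPM (23.9 to 30.0), a log2 ratio of 0.56 (0.27 to 0.86). With doublets removed the log2 ratio was -0.41. The thinned shares of endothelial cells with a *Gpr37* UMI, 1.23% and 2.11%, were no higher beyond counting error than those of microglia, 1.97% and 1.89%, and are read as background (8.08% and 9.32% of endothelial cells and 7.51% and 9.40% of microglia without thinning). Oligodendrocytes had 509 and 603 CPM of *Gpr37*. All endothelial cells were taken as 1 class, without the paper's subpopulations.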

Prosaposin (PSAP), a highly conserved glycoprotein, is a neurotrophic factor, as well as a regulator of lysosomal enzymes [42]. The orphan G‐protein‐coupled receptors GPR37 were recognized as PSAP receptors to mediate their neuroprotective roles in neurons [43]. Intriguingly, in atherosclerosis models, which is also a lipid‐induced chronic inflammatory condition, downregulation of PSAP secretion in macrophages contributes to vascular inflammation [44]. PSAP presents as an anti‐inflammatory factor secreted by plaque macrophages in the apolipoprotein E deficient (Apoe^−/−^) mice model [44]. Upon our analysis, it was supportive that the *Psap‐Gpr37* axis could mediate the protective role of bone marrow macrophages on brain stromal cells.

### 2.8 Gene Regulation Network of LHA Bone Marrow and Brain

We further constructed transcriptional factor regulation programs of potential interaction cell types in LHA bone marrow and brain using SCENIC [45]. In LHA bone marrow, B cell maturation was promoted by the enrichment of *Erg* (Figure S6C). 

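SCENIC was not run here. The values are mRNA levels of the transcription factor genes, which are not regulon activities. *Erg* had 65 UMIs in LCA and 172 UMIs in LHA early B cells. Its level was 61.5 CPM (47.5 to 78.4) in LCA and 39.7 CPM (34.0 to 46.1) in LHA, a log2 ratio of -0.63 (-1.05 to -0.20). Naive B cells held 1 and 5 UMIs of *Erg*, and HSPCs had 73.3 and 74.1 CPM. The LHA library held more early B cells, but fewer *Erg* UMIs per UMI of the class.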

Cycling immature B cells and pre‐B cells enriched cell cycle regulators, including *Brca1*, *Rad21*, *E2f7*, and *E2f8*. 

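In early B cells *E2f7* rose from 24.6 CPM (16.1 to 36.1) in LCA to 39.2 CPM (33.6 to 45.6) in LHA, a log2 ratio of 0.67 (0.07 to 1.33). The log2 ratio was 0.29 (-0.26 to 0.87) for *Brca1*, 0.14 (-0.05 to 0.34) for *Rad21* and 0.17 (-0.20 to 0.55) for *E2f8*, and each of these intervals included 0. Their LHA levels were 38.1 CPM for *Brca1*, 288 CPM for *Rad21* and 77.5 CPM for *E2f8*. The LCA values rest on few molecules, with 33 UMIs of *Brca1*, 26 of *E2f7* and 73 of *E2f8* in 203 cells.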

Macrophages exhibited high activity of differentiation factor Mafb. Besides, the regulon activity of *Nr1h3* (*Lxrα)* in macrophages played a role as fatty acid sensors and regulated cholesterol homeostasis [46]. 

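The mRNA level of *Nr1h3* was low in macrophages, with 84 UMIs in LCA and 98 in LHA, 11.4 CPM (9.07 to 14.1) and 12.4 CPM (10.1 to 15.1). The log2 ratio was 0.13 (-0.31 to 0.57), so no difference was detectable at this depth.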

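*Apoe* had 8638 UMIs in LCA and 5330 UMIs in LHA macrophages and went from 1169 CPM (1144 to 1194) to 676 CPM (658 to 694), a log2 ratio of -0.79 (-0.84 to -0.74). It was below 0 under each alternative tried, and moved most, to -0.34, as the mean over cells.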

The activated *Nr1h3* pathway in macrophages induces expression of transporter *Apoe* to initiate the process of reverse cholesterol transport in LHA‐induced inflammation environments [46]. 

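*Nr4a1* went from 35.9 CPM (31.7 to 40.4) in LCA to 53.0 CPM (48.0 to 58.3) in LHA macrophages, a log2 ratio of 0.56 (0.34 to 0.79). *Nr4a1* is also one of the immediate early genes listed here as a check on tissue dissociation. Others of that list, *Dusp1* (-1.95) and *Fos* (-0.75), were lower in LHA macrophages, so its members did not move alike. The median of the list was below 0 in 12 of 13 bone marrow classes. *Pparg*, with 52 and 56 UMIs, was at 7.04 and 7.10 CPM, a log2 ratio of 0.01 (-0.56 to 0.59).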

The other transcriptional mediators of inflammatory signals, *Nr4a1* and *Pparg*, may also contribute to the inflammation process in bone marrow macrophages.

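In brain endothelial cells *Fosl1* mRNA had 400 UMIs in LCA and 588 UMIs in LHA, 50.8 CPM (46.0 to 56.1) and 51.7 CPM (47.6 to 56.1). The log2 ratio of 0.03 (-0.16 to 0.21) was not apart from 0 in counting error.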

In the brain, endothelial cells showed enrichment of the regulon Fosl1, which is related to angiogenesis in the LHA hypoxia state (Figure S6D) [47]. The activation of Nfe2l2 (*Nrf2*) in microglia shields cells from oxidative stress caused by hypoxia and reduces neuroinflammation [48]. 

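*Nfe2l2* in microglia rose from 417 CPM (407 to 428) in LCA to 601 CPM (589 to 613) in LHA, a log2 ratio of 0.53 (0.48 to 0.57).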

In the brain, oligodendrocytes exhibit an abundance of myelination‐promoting factors (such as *Sox10*) alongside inhibitory regulators (like *Sox2*), which could contribute to prolonged neurodevelopmental impairments through axonal degeneration [49]. These results of transcriptional factor regulation events support altered lipid metabolism in LHA bone marrow macrophages and hypoxia, oxidative stress, and neuroinflammation in brain glial cells.

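*Sox10* was at 289 CPM (281 to 297) in LCA and 275 CPM (266 to 283) in LHA oligodendrocytes, a log2 ratio of -0.07 (-0.13 to -0.02). *Sox2* was at 162 CPM (156 to 168) and 173 CPM (167 to 179.9), a log2 ratio of 0.09 (0.02 to 0.17), and this became -0.05 with cells thinned to 1000 UMIs. The median log2 ratio of all genes in oligodendrocytes, 0.06, lay inside the interval of *Sox2*.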

## 3 Discussion

HFD is commonly used to model obese mice. HFD is related to decreased bone mass and an increased risk of cognitive impairment [50, 51] and also stimulates innate immune cells, leading to a transient inflammatory response [52]. However, the interplay between bone marrow immune cells and the brain remains poorly understood in the context of LHA. In this study, we examined how the bone marrow mesenchymal environment and immune system in LHA mice contribute to alterations in cell type populations, gene expression patterns, and cell–cell communications with bone marrow immune cells. Overall, LHA exacerbates hypoxia‐induced oxidative stress during aging, leading to degenerative changes and neural inflammation in the brain. Increased bone marrow adiposity and impaired ossification may contribute to dysfunction in bone marrow immune cells, potentially exacerbating neuroinflammation.

Duration and timing of HFD exposure critically shape metabolic outcomes. Short‐term HFD exposure (days to weeks) primarily induces acute metabolic disturbances. Studies highlight transient insulin resistance, particularly in the liver and skeletal muscle, driven by lipid accumulation and mitochondrial stress [53]. However, prolonged HFD will lead to functional and structural changes due to maladaptation, such as adipose tissue remodeling, alongside β‐cell dysfunction, atherosclerosis, osteoporosis, and neuronal inflammation, contributing to irreversible metabolic syndrome [54]. In current rodent models, HFD shows a different influence on both skeletal metabolism and cognitive function, which is associated with HFD duration and animal age. HFD with > 50% of energy from fats and an intervention time of 10 weeks to 5 months are more likely to induce skeletal alterations [50]. HFD that lasts longer than 4 months can induce neuroinflammation and cognitive impairment in young and adult rodents [55, 56, 57], while aged rodents have hippocampal and amygdala‐based cognitive deficits after only 3 days of HFD [51]. However, the effect of LHA has not been studied in rodent models.

We identified several upregulated genes related to lipid metabolism in different cell types across tissue, which indicated an overall perturbation of lipid metabolism, such as upregulated *Fabp4* in bone marrow macrophages (Figure 4A), *Apod* in oligodendrocytes (Figure 4E), and *Lipg* in cortical bone (Figure 2A). Fatty acid binding protein 4 (FABP4) is an intracellular lipid chaperone and adipokine that plays a key role in fatty acid transport and macrophage‐mediated inflammation, which activates pathways such as peroxisome proliferator‐activated receptor gamma and IkappaB kinase, contributing to inflammatory responses [58]. Studies in HFD mouse models have demonstrated that deleting FABP4 in macrophages reduces inflammation and provides protection against obesity‐related metabolic dysfunction [59]. Apolipoprotein D (APOD), a member of the lipocalin family, functions as a transporter for hydrophobic molecules, including sterols, steroid hormones, and arachidonic acid. It is expressed in both peripheral and neural tissues, with significant levels found in OPCs [60]. Research suggests that APOD expression increases in stressed cortical neurons during aging and in AD, potentially preceding the formation of neurofibrillary tangles [31]. Elevated APOD levels in oligodendrocytes may also play a role in the cognitive impairments associated with HFD. Endothelial lipase (LIPG), a cell surface‐associated enzyme with phospholipase A1 activity, primarily targets phosphatidylcholine in high‐density lipoproteins (HDL) [61]. Increased LIPG expression in cortical bone suggests a systemic influence of lipid metabolism on the bone marrow microenvironment (Figure 2A). During HFD, LIPG may promote lipid accumulation in bone marrow stromal cells, while elevated circulating free fatty acids could impair lipid processing mechanisms across various tissues.

LHA interfered with the redox state in brain glial cells and epithelial cells (Figure 5). In our study, the *Ptn–Sdc3* axis and *Cxcl12–Cxcr4* axis were distinguished as activated axes between brain epithelial and bone marrow macrophages (Figure 6A,B). In cerebral ischemia‐reperfusion injury, the pleiotrophin (PTN)/syndecan‐3 pathway mediates the neuroprotective effect in heparin therapy [62]. The *Cxcl12–Cxcr4* axis plays a critical role in the recruitment of monocytes and the promotion of M2 macrophage polarization [63]. In the context of cognitive impairment linked to neuropathic pain, CXCL12 facilitates the migration of monocytes into the brain's perivascular spaces, contributing to memory deficits [64]. Similarly, in triple‐negative breast cancer, this axis drives the recruitment of monocytes to tumor sites, where they differentiate into a specific subpopulation of lipid‐associated macrophages characterized by STAB1 and TREM2 expression, which exhibit immunosuppressive properties [65]. Additionally, the *Cxcl12–Cxcr4* axis is implicated in the activation and migration of BMDMs into the brain, highlighting its broad influence on immune cell dynamics across various physiological and pathological conditions. Additionally, we identified the *Psap‐Gpr37* axis as a communication pathway through which bone marrow macrophages interact with the brain (Figure S5B). PSAP, a neuroprotective agent, interacts with the GPR37 receptor [43]. Studies in mice indicated that mutations in *Psap* correlate with the onset of neurodegenerative conditions [66]. Additionally, PSAP exhibits anti‐inflammatory properties in mediating interactions between arterial endothelial cells and plaque macrophages [44], implying it may play a comparable role in the relationship between bone marrow macrophages and endothelial cells. Our findings on the interaction between bone marrow and brain suggested that bone marrow macrophages play a dual role, acting as both mediators of neural inflammation and potential regulators of vascular inflammation within specific endothelial cell subpopulations, such as endothelial cells 3 (Figure S5B), in LHA mice [67]. Thereby, deciphering specific ligand and receptor interactions between bone marrow macrophages and endothelial cells helps the identification of possible neuroprotective factors.

The early onset of chronic diseases in obesity parallels those of aging, such as cognitive deficit and osteoporosis [68, 69]. We have observed a shorter lifespan during aging in LHA mice (Figure 1D). This reduced life expectancy may be attributed to obesity accelerating aging processes through immune system impairment. Given that immune cells can be influenced by the bone marrow mesenchymal environment, the altered immune system observed in LHA mice could potentially be linked to changes in the mesenchymal environment [9, 10, 11]. We identified several commonly perturbed genes in bone marrow macrophages of LHA mice and under osteocyte‐deficient conditions (Figure S2C–F). Moreover, it is well‐established that conditions characterized by intense and prolonged stimulation often result in adverse outcomes, such as low‐grade chronic inflammation and dysfunction or decline of immune cells [37]. Aging is characterized by chronic inflammation and dysfunction of the immune system [70]. We revealed that bone marrow immune cells in LHA mice are different from those in HFD, as reported in previous studies [30]. Age‐related immunodeficiency exacerbated by an HFD can lead to dysregulation in peripheral immunity, as indicated by enriched UPR and ROS pathways in LHA bone marrow macrophages and lymphocytes (Figure 5D). This dysregulation may impair the ability of peripheral immune cells to appropriately respond to BBB disruption and neuroinflammation in LHA. For instance, the protective roles of bone marrow macrophages on brain endothelial cells via the *Psap‐Gpr37* axis could be compromised due to macrophage dysfunction (Figure S5B).

While this work provides novel insights into the bone marrow microenvironment under long‐term HFD conditions, several limitations warrant consideration. First, the study utilized aged male mice to model aging and obesity, which may limit generalizability to female populations or younger cohorts, as sex‐ and age‐specific hormonal variations could influence metabolic and skeletal responses to HFD. Second, although scRNA‐Seq and validation were employed to illustrate key pathways like *Cxcl12–Cxcr4*, causal mechanistic links between bone marrow dysfunction and solid organ disease remain partially inferred; future studies using conditional knockout models or in vivo pathway inhibition would strengthen these conclusions. Finally, the HFD composition (e.g., specific lipid profiles) and its duration, while standardized, may not fully recapitulate human dietary patterns or chronic disease progression. Addressing these limitations in future work will refine our understanding of HFD‐driven bone marrow remodeling and its therapeutic implications.

## 4 Conclusion

Our study presents a detailed transcriptome profile of the bone marrow mesenchymal environment, bone marrow immune cells, and whole brain in aged LHA mice. We identified significant transcriptional changes in bone cells, bone marrow macrophages, and brain CPCs, along with their possible interactions. These findings serve as a valuable resource for understanding the impacts of LHA during aging and may aid in developing new approaches for treatment and prevention of significant societal burdens.

## 5 Materials and Methods

### 5.1 Animals

Adult male C57BL/6J mice at 6 months of age (Beijing Vital River Laboratory Animal Technology Co. Ltd.) were fed a 60% fat diet (D12492, Research Diets) or standard chow (11% fat) for 12 months. The mice were housed under specific pathogen‐free conditions at 22°C–24°C and on a 12‐h/12‐h light/dark cycle. Isoflurane was administered prior to the sacrifice of the animals.

### 5.2 Bone Density Measurements

The mouse femur was dissected and fixed in 4% paraformaldehyde (PFA) for 24 h and then stored in 70% ethanol until scanned using the µCT instrument (SkyScan 1176). Relevant structure parameters of the µCT instrument were set up as follows: source voltage, 50 kV; source current, 450 µA; AI 0.5 mm filter; pixel size, 9 µm; rotation step, 0.4°C. CTAn micro‐CT software version 1.13 (Bruker) was used to analyze the images. The volumetric regions for trabecular analyses include the secondary spongiosa located 1 mm from the growth plate and extending 1.8 mm (200 sections) proximally. For cortical bone analysis, the volumetric regions include 600 µm long at mid‐diaphysis of the femur (300 µm extending proximally and distally from the diaphyseal midpoint between the proximal and distal growth plates). Morphometric parameters, including BMD, BV/TV, Tb.N, Tb.Pf, and Ct.Ar/Tt.Ar, were calculated.

### 5.3 Histological Analysis

The femurs of mice were dissected and fixed in 4% PFA for 24 h, then decalcified with 10% EDTA at room temperature for 5 days. After decalcification, the samples were embedded in paraffin and sectioned to a thickness of 5 µm. TRAP staining was used to analyze osteoclasts, while H&E staining was used to examine adipocytes and osteocytes. For osteoblast analysis, the undecalcified tibia was embedded in plastic, sectioned at 5 µm thickness, and stained with Goldner trichrome. Histomorphometric analysis was conducted using BioQuant Osteo software (BioQuant), and the number of osteocyte lacunae was measured with ImageJ.

Mice brains were dissected and fixed in 4% PFA for 24 h. The sections were washed twice for 15 min in 0.01 M PBS and incubated in 0.1% toluidine blue staining solution for 30 min at 60°C. Following incubation, the sections were washed with distilled water and dehydrated gradually in ethanol (70%, 95%, and 100%). After dehydration, it was placed in xylene and cover‐slipped using neutral resins. The cells in the DG, CA1, and CA3 regions of the hippocampus were analyzed using the ImageJ analysis program.

### 5.4 BMDM Culture and In Vitro Osteoclastogenesis Assay

Bone marrow cells were harvested by flushing the femurs and tibias of mice. These cells were cultured at 37°C in a humidified incubator with 5% CO_2_ using α‐MEM (MeilunBio) supplemented with 10% FBS (Gibco), 100 µg/mL streptomycin (Gibco), 100 U/mL penicillin (Gibco), and 30 ng/mL recombinant murine M‐CSF (PeproTech). The medium was changed every 2 days. After 5 days, BMDMs were either collected for RNA extraction or seeded into 96‐well and 12‐well plates. An additional 5 days of culture with 30 ng/mL M‐CSF (PeproTech) and 100 ng/mL RANKL (PeproTech) was done before tartrate‐resistant acid phosphatase (TRAP) staining. Cells were then fixed and stained for TRAP as per the manufacturer's instructions (Sigma) to quantify osteoclasts. Mature osteoclasts were identified as TRAP‐positive cells with more than three nuclei. RNA extraction was performed accordin g to the recommended protocol when needed.

### 5.5 RT‐qPCR

The EZ‐press RNA Purification Kit PLUS was employed for total RNA extraction. Subsequently, 4 × EZscript Reverse Transcription Mix II was used for complementary DNA synthesis. PCR reactions were conducted in a 10 µL volume, with the addition of 0.2 µL of complementary DNA to 2 × Color SYBR green qPCR Master Mix, all procured from EZBioscience. The QuantStudio 7 Flex real‐time PCR system was utilized for PCR, and a melting curve stage was included to assess primer specificity. Relative gene expression levels were calculated using the threshold cycle (2^−ΔΔ^ *^C^* ^t^) method. Relevant primers are listed as follows:

Gapdh: 5′‐ACCCAGAAGACTGTGGATGG‐3′ and 5′‐CACATTGGGGGTAGGAACAC‐3′; Batf3: 5′‐AGAAGGCTGACAAGCTCCACGA‐3′ and 5′‐CATCTTCTCGTGCTCCTTCAGC‐3′; CD300e: 5′‐CTGGGCAGAACCTGAGGATTAG‐3′ and 5′‐AGAGGCAGCTTCAGGAAGACCA‐3′; Adgre4: 5′‐GCTCTCCATCTGCCTTTTCCTG‐3′ and 5′‐GGAAGCCAAGTAGAGGTAGTGC‐3′; Lipg: 5′‐TACCTACACGCTGTCCTTTGGC‐3′ and 5′‐GCTCGCATTTCACCATCTCTGAG‐3′; Fabp4: 5′‐TGAAATCACCGCAGACGACAGG‐3′ and 5′‐GCTTGTCACCATCTCGTTTTCTC‐3′.

All these primers were synthesized by Tsingke Biotech Company (Beijing).

### 5.6 Immunofluorescence Staining

Mouse brains were dissected, fixed in 4% paraformaldehyde for 24 h at 4°C, and then sectioned into halves. After three washes in 0.01 M PBS, the halves were incubated with 15% sucrose for 24 h, followed by 30% sucrose for another 24 h for dehydration. The brains were frozen in OCT compound at −80°C and sectioned (16 µm) using a cryotome (Leica) at −20°C. Sections were treated with 0.1% Triton X‐100, blocked with 3% BSA in PBS for 1 h, and then incubated overnight at 4°C with primary antibodies (Iba1, Novus, NB100‐1028; CD68, abcam, ab125212; CXCR4, Affinity, AF5279; CXCL12, Proteintech, 17402‐1‐AP; Syndecan‐3, Proteintech, 10886‐1‐AP; PTN, Proteintech, 27117‐1‐AP; CD31, R&D, AF3628; F4/80, Abcam, ab90247) in 0.2% BSA. Secondary antibody (Invitrogen) staining was performed in 0.2% BSA at room temperature for 2 h. The sections were coverslipped using ProLong Diamond Antifade Mountant (Invitrogen) and imaged with an Olympus IXplore SpinSR microscope.

### 5.7 Preparation of Mouse Serum

Blood was collected from the ophthalmic vein of mice following anesthesia with isoflurane. The samples were then centrifuged at 2500 rpm for 15 min to separate the serum. The supernatant was carefully transferred into fresh tubes, flash‐frozen using liquid nitrogen, divided into aliquots, and preserved at −80°C for subsequent analysis.

### 5.8 Luminex Assay for Mouse Serum

The levels of 10 cytokines, including IL‐1β, TNF‐α, IFN‐γ, IL‐2, IL‐6, IL‐4, IL‐5, IL‐10, KC, and IL‐12p70, in mouse serum were detected by Luminex technology (Luminex‐X‐200, Bio‐Rad). The assay kit LX‐MultiDTM‐10 was provided by LabEX. Data were analyzed using MILLIPLEX Analyst software and quantified by standard curves. All procedures were performed according to the manufacturer's guidelines.

### 5.9 Flow Cytometry

Bone marrow cells were obtained by flushing the femurs and tibias of mice with PBS and filtering through a 70 µm nylon mesh to create a single‐cell suspension. After red blood cell lysis, the cells were blocked with anti‐mouse CD16/32 antibody (BioLegend, 101302) for 15 min, then stained with fluorescence‐conjugated antibodies for 30 min at 4°C in the dark. Antibodies were from BioLegend. The gating strategy is shown in Figure S3c. Samples were analyzed with a CytoFlex cytometer (Beckman Coulter) and FlowJo software version 10.4, collecting 50,000 events per sample.

### 5.10 Tissue Processing for Bulk RNA‐seq, RNA Extraction Library Construction, and Sequencing

Bone marrow cells were harvested from the femurs and tibias of mice, collected into tubes, flash‐frozen in liquid nitrogen, and stored at −80°C until RNA extraction. Total RNA was isolated using Trizol reagent (ThermoFisher), and its quality and concentration were evaluated using the Bioanalyzer 2100 system and the RNA 6000 Nano LabChip Kit (Agilent). Only RNA samples with an RNA Integrity Number (RIN) above 7.0 were selected for downstream processing. mRNA was purified from the total RNA, fragmented, and converted into cDNA through reverse transcription. Following second‐strand cDNA synthesis, A‐tailing, and adapter ligation were performed using dual‐index adapters. Size selection was carried out, and U‐labeled second‐strand cDNA was treated and amplified via PCR to generate cDNA libraries with an average insert size of 300 ± 50 bp. The libraries were then subjected to 2 × 150 bp paired‐end sequencing on an Illumina NovaSeq 6000 platform (LC‐Bio Technology) following the manufacturer's guidelines.

### 5.11 Processing of Bulk RNA‐seq Data

Paired‐end raw fastq files were merged into a single bam file using bedtools [71]. The processed BAM file was aligned to the reference genome (GRCm38) using STAR (version 2.7) with the default settings. featureCounts (version 1.6.0) was used to generate gene‐level read counts with the following parameters: “featureCounts‐T 40‐p‐t exon‐g.” The final differential gene expression count matrix was calculated using DESeq2 (version 1.28.1).

### 5.12 GO and GSEA Enrichment of Bulk RNA‐seq Data

GO analysis is performed using top DEGs (top 200 genes, *p*.adj < 0.05, log2FoldChange > 1). GO enrichment is calculated using the R package clusterProfiler. GSEA enrichment of all DEGs in each group is calculated using the R package fgsea.

### 5.13 Tissue Processing for scRNA‐seq

To minimize batch differences, bone marrow and brain samples from male 18‐month CD (LCA) (*n* = 3) and male 18‐month HFD (LHA) (*n* = 3) were isolated from the same mouse. scRNA‐Seq was performed by Novel‐Bio Bio‐Pharm Technology Co. Ltd. Bone marrow was flushed from the bones and stored in MACS Tissue Storage Solution (Miltenyi Biotec). After sieving and centrifugation, bone marrow cells were then filtered, centrifuged, and treated with a red blood cell lysis buffer (Miltenyi Biotec) to remove erythrocytes. Brain tissues were finely minced, enzymatically digested, filtered, and similarly processed to eliminate red blood cells. Cell viability was evaluated using the Countstar Fluorescence Cell Analyzer, and viable cells were isolated using the MACS Dead Cell Removal Kit (Miltenyi Biotec) to ensure high‐quality samples for sequencing.

### 5.14 scRNA‐seq Library Preparation and Sequencing

scRNA‐seq libraries were prepared using the Chromium Next GEM Single‐Cell 3’ GEM, Library & Gel Bead Kit v3 (PN‐1000094), following the manufacturer's instructions. Single‐cell suspensions derived from brain and bone marrow samples were loaded onto the Chromium single‐cell controller to create emulsions encapsulating individual cells and gel beads. Cells were lysed within the droplets, and the released RNA was barcoded through reverse transcription. The resulting cDNA was amplified, and sequencing libraries were subsequently constructed. Libraries were sequenced on the Illumina NovaSeq 6000 platform using 150 bp paired‐end reads. Raw sequencing data were processed using Cell Ranger (v.2.1.0) with default parameters aligned to the mouse reference genome mm39.

### 5.15 Data Preprocessing and Clustering

Seurat V3 (version 3.6.3) in R was used for downstream analysis [72]. The 10x Genomics digital gene expression matrix was normalized using the “NormalizeData” function with a scale factor of 10,000. Cells with fewer than 500 genes or a high proportion of mitochondrial genes (> 15%) were excluded. Principal component analysis was performed with the “RunPCA” function. Clustering was achieved using the “FindNeighbors” and “FindClusters” functions, considering the top 20 dimensions and a resolution of 1. Marker genes for each cluster were identified using the “FindAllMarkers” function with a minimum percentage of 0.25 and a log fold change threshold of 0.25. Dimensionality reduction was conducted using the “RunUMAP” function, and cell types were annotated based on canonical cell‐type‐specific marker genes.

### 5.16 DEGs Analysis and Gene Set Function Enrichment

Differential gene expression analysis of specific cell types was conducted using the FindMarkers function in Seurat, setting the log fold change threshold to 0 and the minimum percentage to 0. We filtered DEGs in each cell type using an absolute log fold change threshold > 0.5 and adjusted *p* < 0.05. Gene function enrichment analysis was performed using the clusterProfiler package with default settings [73]. GSVA was carried out based on DEGs identified in bone marrow and brain using the GSVA R package.

### 5.17 Ligand–Receptor Analysis

For ligand–receptor analysis, potential receptor–ligand pairs in specific cell types were enriched using CellChat (version 1.4.0) [38]. Receptors and ligands expressed in over 10% of cells within each cluster underwent further analysis. Communication patterns involving fewer than 10 cells in secreted signaling were excluded, with a cutoff determined by mean expression > 0.05 and *p* < 0.05. The strength of cell–cell interactions was indicated by the sum of receptor–ligand pairs in each cell–cell pairing. The Cxcl signaling network was visualized using both circle and dot plots.

### 5.18 Transcription Factors Enrichment Analysis

Transcription factor (TF) enrichment analysis was performed using SCENIC [45]. AUCell score matrices were combined with orthologous TFs, and TF modules were identified based on the connection specificity index (CSI). Heatmaps were used for visualization.

### 5.19 Statistical Analysis

Data were analyzed using GraphPad Prism (v8.2.1) software for statistical significance. The *p* value was determined by the Student's *t*‐test for two‐group comparisons. Each dot stands for a biological replication. The error bar represents the standard error of the mean.

## Author Contributions

Y.P., F.Y., and J.G. designed the research and interpreted the results. Y.P. and S.Z. conducted animal experiments and histological analysis. Y.P. conducted cell culture and RT‐qPCR. Y.P. and F.Y. performed and analyzed RNA‐seq. P.D. performed and analyzed flow cytometry. Y.P., F.Y., J.G., and J.Y. prepared the manuscript. S.Z. and Y.Z. provided essential support on animal experiments. F.Y., C.Z., J.G., and J.Y. supervised the study. All authors have read and approved the final manuscript.

## Ethics Statement

All experiments involving animals were conducted according to the ethical policies and procedures approved by the Animal Care and Use Committee of Shanghai Sixth People's Hospital (Approval no. DWLL2022‐0590).

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Figure S1**: Transcriptomic and histological analysis of osteoclasts of LCA and LHA. **Figure S2**: Data quality. **Figure S3**: Verification of gene perturbation and serum cytokine level of LCA and LHA mice. **Figure S4**: Overlap perturbation genes between osteocyte‐deficient mice and LHA bone marrow samples. **Figure S5**: Single‐cell gene alteration and neural phenotype of brain by LHA.

## Data Availability

The scRNA‐Seq data have been deposited into the GEO repository with accession codes GSE217560. Bulk RNA‐Seq data have also been deposited into the GEO repository with accession codes GSE218105. Additional data supporting the findings of this study are available from the corresponding author upon request, and source data are provided with the paper.

# Supplementary material for: Long‐Term High‐Fat Diet Affected Bone Marrow Microenvironment During Aging at Single‐Cell Resolution
**Source:** MedComm (2020). 2025 Jul 21;6(8):e70276. doi: 10.1002/mco2.70276
**Supplement:** Supplementary file 1 — Figure S1: Transcriptomic and histological analysis of osteoclasts of LCA and LHA. Figure S2: Data quality. Figure S3: Verification of gene perturbation and serum cytokine level of LCA and LHA mice. Figure S4: Overlap perturbation genes between osteocyte‐deficient mice and LHA bone marrow samples. Figure S5: Single‐cell gene alteration and neural phenotype of brain by LHA.

## Supplementary Information

**Title: Long-term high-fat diet affected bone marrow microenvironment during aging at single-cell resolution**

**Authors:** Yidan Pang<sup>1,2#</sup>, Siyuan Zhu<sup>3#</sup>, Peng Ding<sup>1,2#</sup>, Senyao Zhang<sup>1,2</sup>, Yi Zhang<sup>4</sup>, Fang Ye<sup>5, 6\*</sup>, Changqing Zhang<sup>1\*</sup>, Junjie Gao<sup>1,2\*</sup>, Jimin Yin<sup>1\*</sup>

#These authors contributed equally.

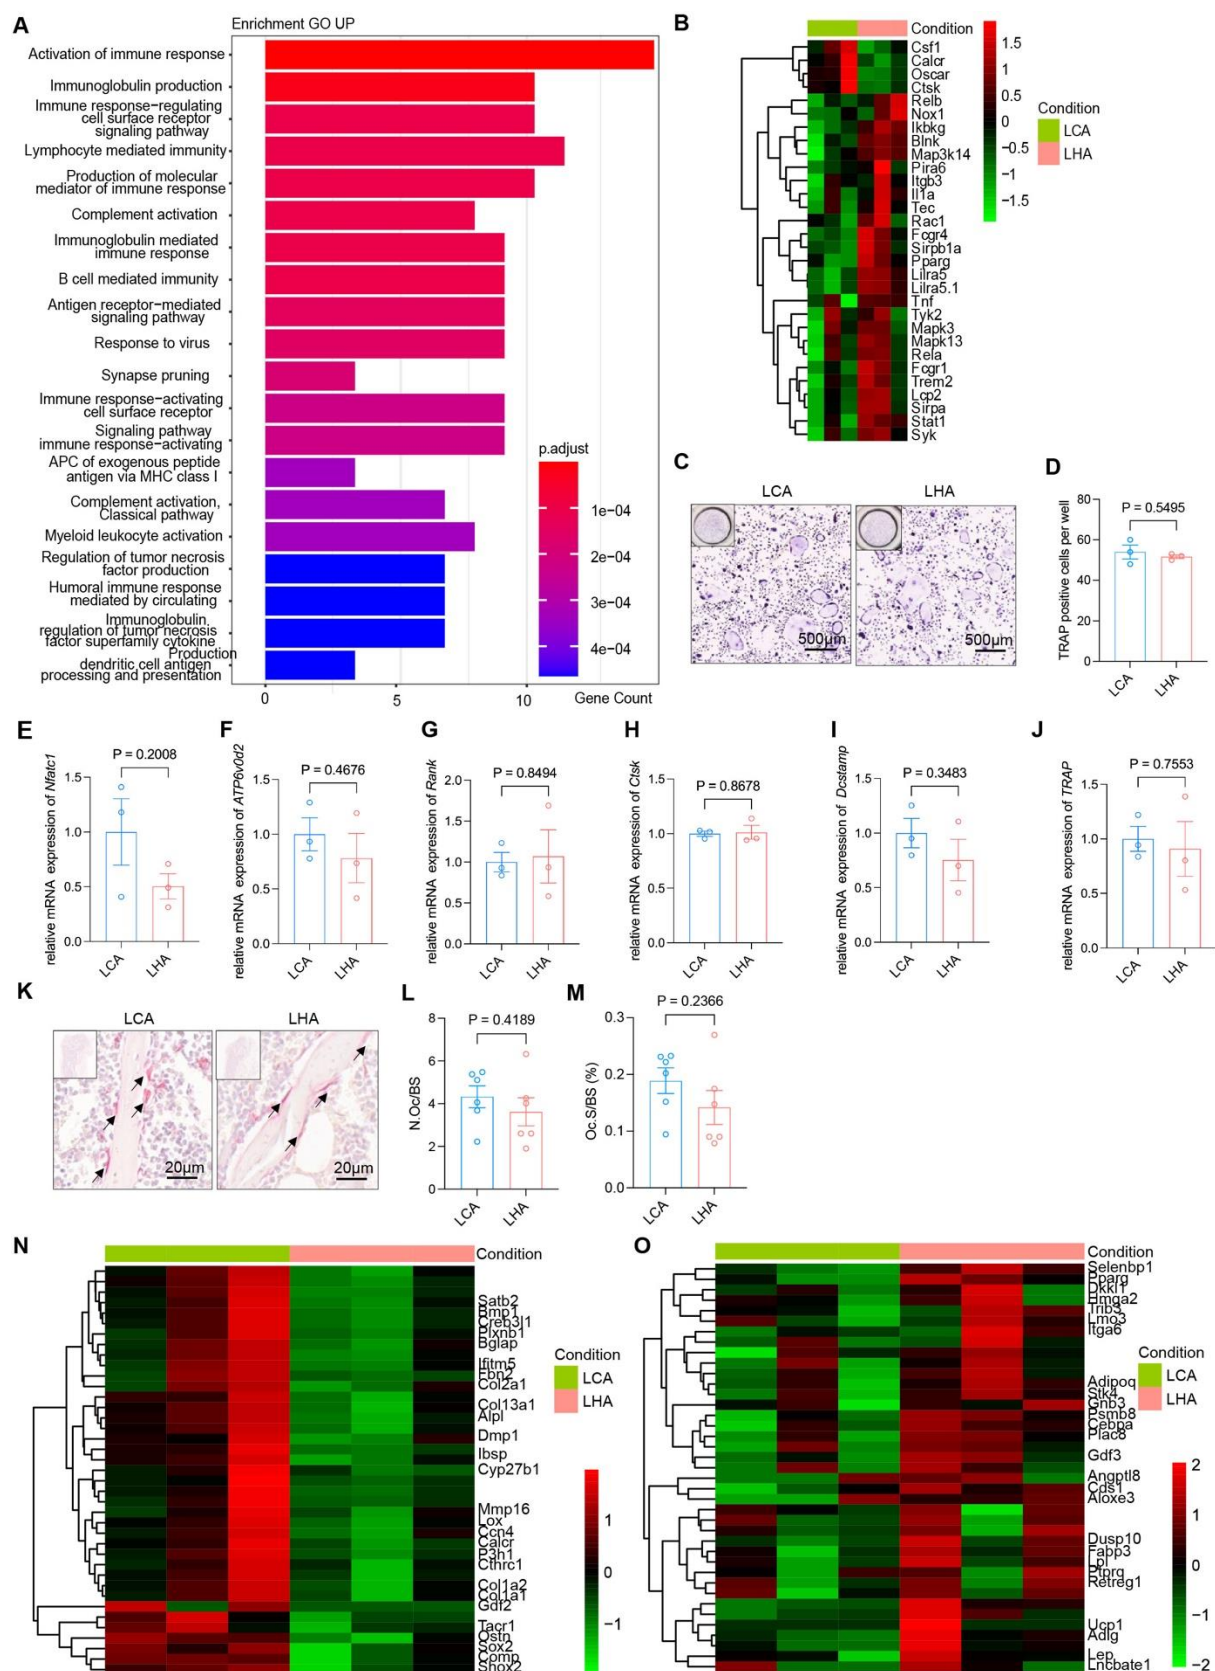

**Figure S1 Transcriptomic and histological analysis of osteoclasts of LCA and LHA.** **A** GO pathway analysis of up-regulated genes. **B** Gene expression heatmap of osteoclasts genes. **C** TRAP staining of osteoclastogenesis from CD and HFD mice and **D** quantification of TRAP positive cells per well. **E-J** RT-qPCR quantification of expression of the signature genes of osteoclasts.  $n=3$ . **K** TRAP staining of mice femur and **L-M** histomorphometry analysis of osteoclast surface and numbers per bone surface (N.Oc/BS and Oc.s/BS).  $n=6$ . **N** Gene expression heatmap showing significant down-regulation of ossification genes. **O** Gene expression heatmap showing enrichment of fat cell differentiation genes. Data are represented as mean  $\pm$  SEM. Each dot represents a biological replicate.

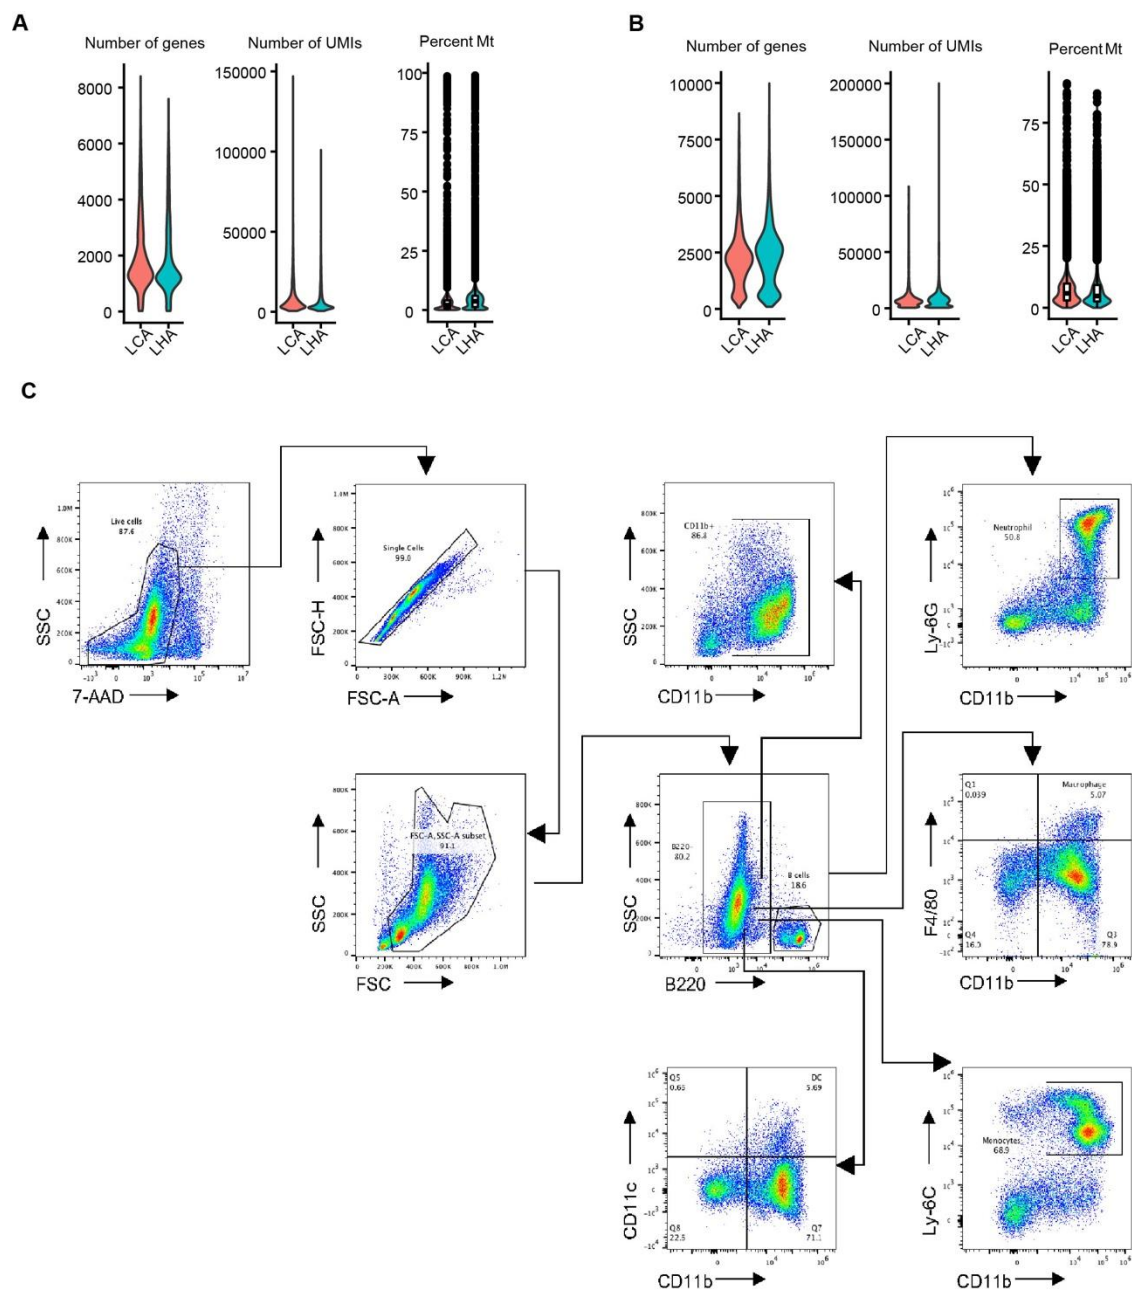

**Figure S2 Data quality.** **A B** Quality control of single-cell RNA-seq data in merged bone marrow **A** and brain **B** samples. **C** Gating strategy of bone marrow flow cytometry.

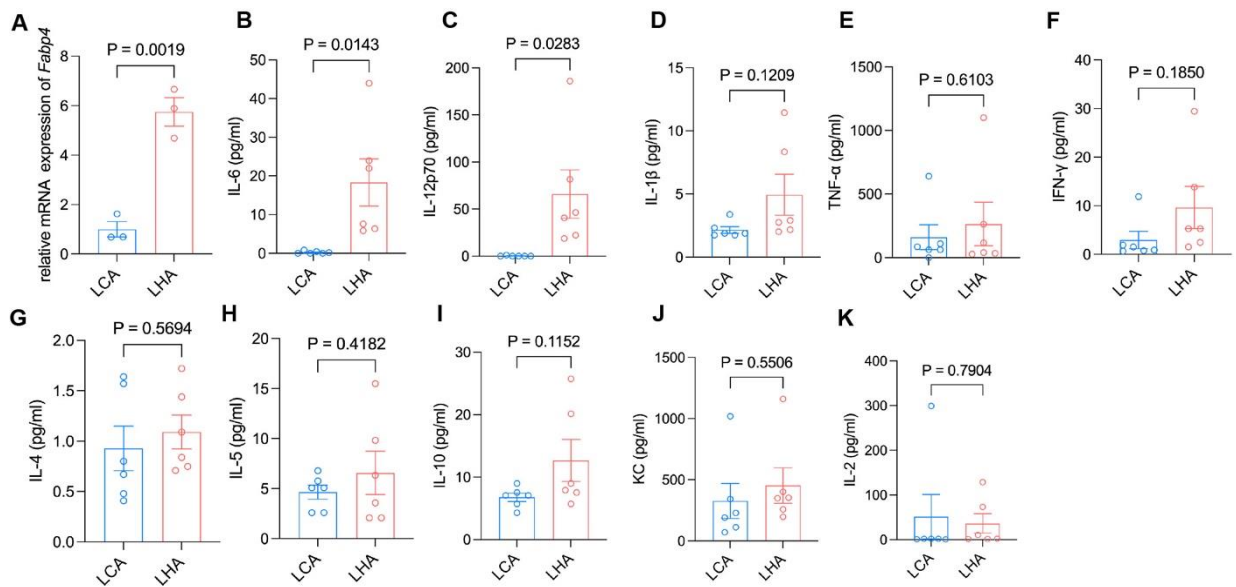

**Figure S3 Verification of gene perturbation and serum cytokine level of LCA and LHA mice. A** RT-qPCR of *Fabp4* expression level in bone marrow derived macrophages. **B-K** Luminex assay for mice serum levels of IL-1 $\beta$ , TNF- $\alpha$ , IFN- $\gamma$ , IL-2, IL-6, IL-4, IL-5, IL-10, KC, IL-12p70. Data are represented as mean  $\pm$  SEM. Each dot represents a biological replicate. n=6.

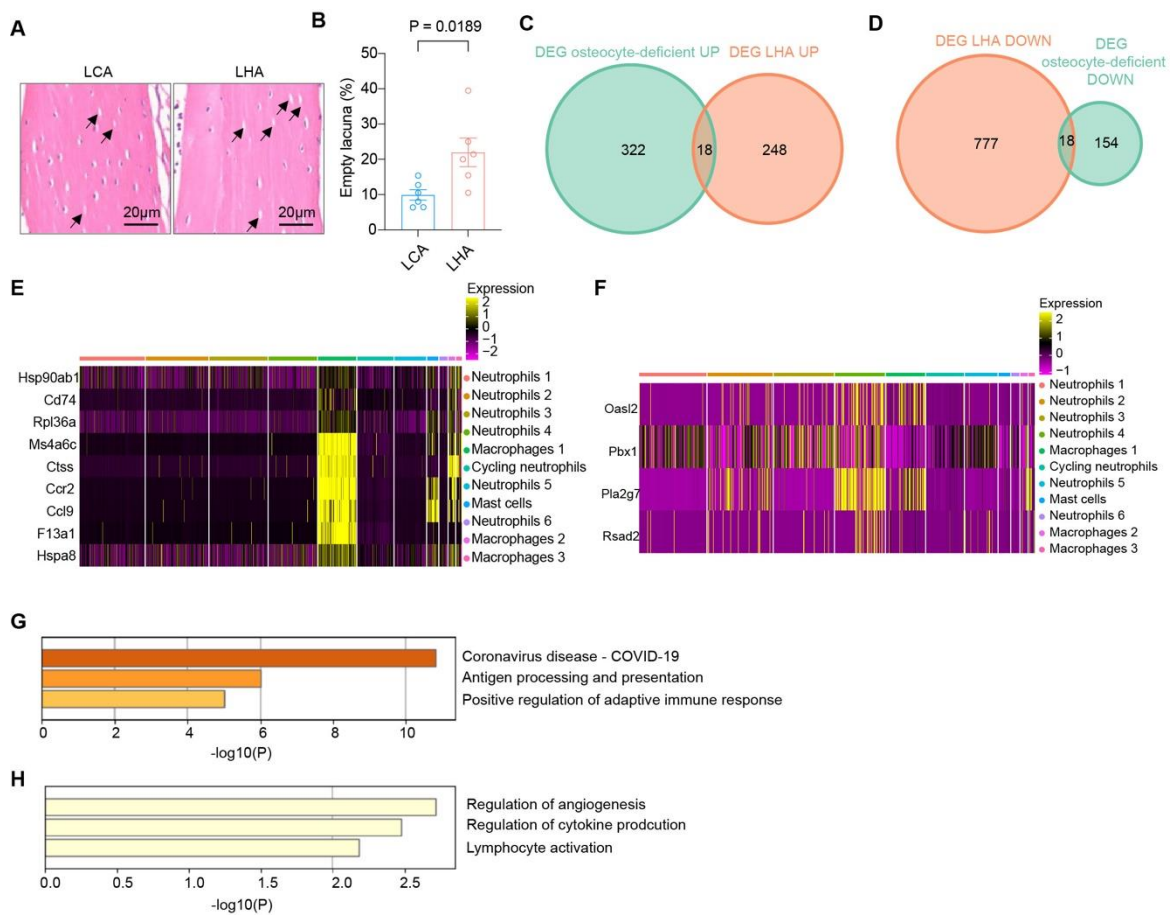

**Figure S4 Overlap perturbation genes between osteocyte-deficient mice and LHA bone marrow samples.** **A** HE staining of mice femur cortical bone and **B** quantification of empty lacuna.  $n=6$ . **C** Venn diagram of overlap up-regulated genes between osteocyte-deficient mice and HFD bone marrow samples. **D** Venn diagram of overlap down-regulated genes between osteocyte-deficient mice and HFD bone marrow samples. **E** Heatmap showing expression pattern of up-regulated overlapping genes in myeloid cells. **F** Heatmap showing expression pattern of down-regulated overlapping genes in myeloid cells. **G** Function enrichment of overlapped up-regulated genes. **H** Function enrichment of overlapped down-regulated genes.

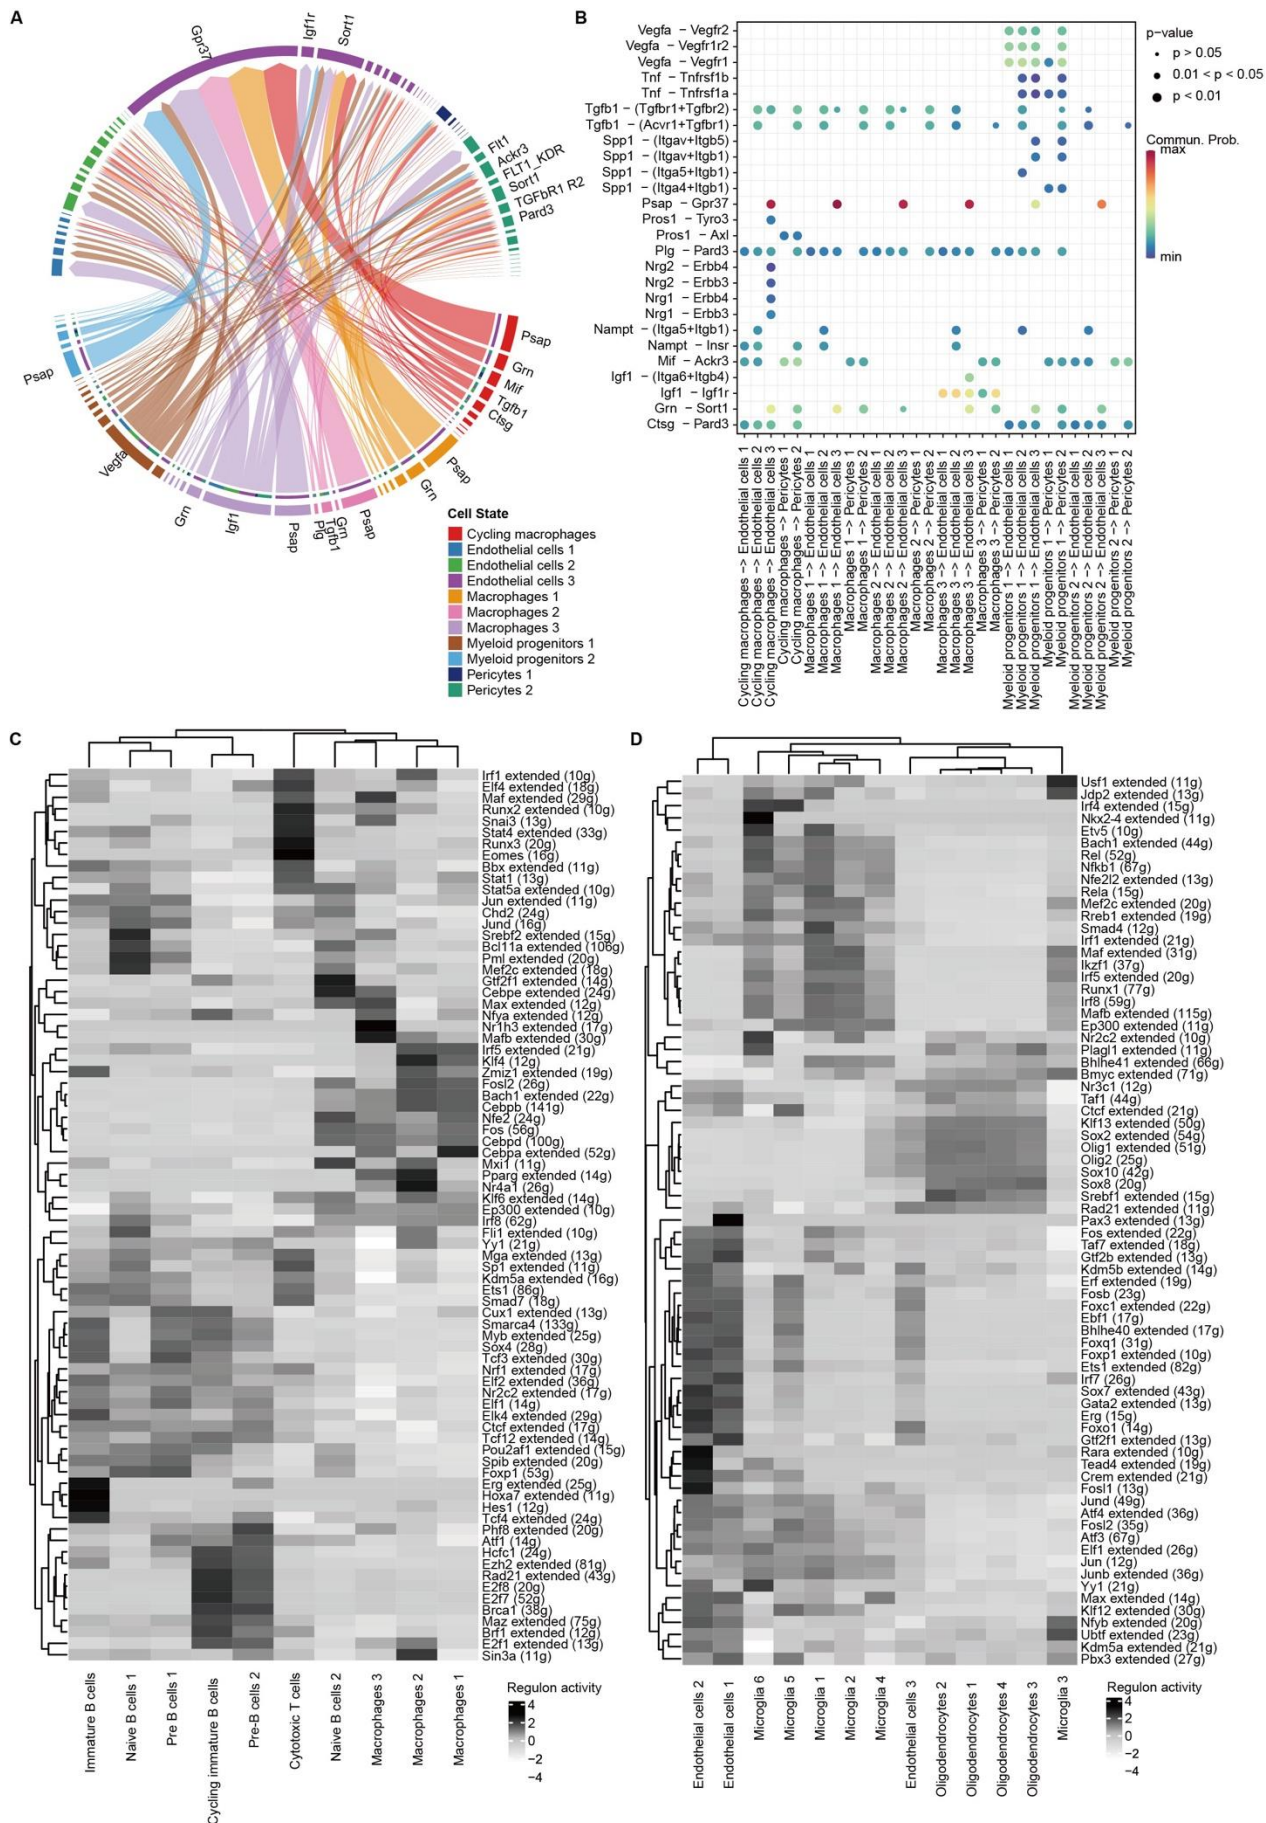

**Figure S6 Ligand-receptor pairs between bone marrow and brain in LHA condition. A** Cell-cell interaction network of overall ligand-receptor pairs between bone marrow myeloid cells and brain stromal cells (directions indicated the ligand-receptors from bone marrow to brain). **B** Heatmap showing the specific ligand-receptor pairs in **A**. **C, D** Heatmaps showing the critical TF regulon activity in bone marrow **C** and brain **D**.

How the deposited data were processed for this re-analysis (not part of the article)

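Single cells of bone marrow and brain were measured by droplet-based 3-prime sequencing in 8 libraries, 1 per tissue, diet and age. The methods describe the mice aged 18 months, on the control diet (LCA) or fed the high-fat diet for 12 months (LHA), with 3 mice per group. The other 4 libraries come from mice aged 9 months, fed the control diet (CD) or the high-fat diet (HFD) for 7 months. They are mapped from their labels alone and are reported after the article, since the paper does not describe them. Male-specific transcripts were seen in every library, and *Xist* had at most 11 UMIs in any of them.

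For each library the authors deposited the UMI counts per gene and cell that Cell Ranger wrote, as whole numbers and without normalization, for barcodes called as cells by Cell Ranger. No barcode had fewer than 500 UMIs. The authors' methods state dead cell removal on magnetic columns before loading, and alignment to the mouse genome. The gene list of the files holds 31253 genes, of which 31107 have their Ensembl identifier in the GRCm38 annotation used here for gene positions. It may not be the build of the authors, and no count depends on it. There are 43 duplicated symbols, whose counts were kept apart.

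Cells with at least 500 genes and at most 15% mitochondrial UMIs were kept, the filter the paper states. This left 93.8% and 91.7% of LCA and LHA bone marrow cells and 86.5% and 81.1% of LCA and LHA brain cells. The median number of genes per cell before the filter was 1607 and 1415 in bone marrow and 2193 and 2371 in brain. The 2 libraries of a tissue and age were then clustered together on 2000 variable genes. Variable genes were taken by dispersion within bins of mean expression, neighbours by shared neighbour graph (20 neighbours) and clusters by the Leiden algorithm. A cluster took the name of the marker list with the highest mean log2 ratio over the other clusters, with 20 CPM added. It needed 3 markers in at least 10% of its cells and a lead of 0.3 over any list with a marker among its top 10 genes. Clusters of at least 60 cells with 2 or more markers of another class among these genes were clustered again.

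The analysis used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, python-igraph 0.11.9 and leidenalg 0.10.2. Scrublet was run per library through scanpy 1.11.5, and figures were drawn with matplotlib 3.10.9.

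Cells are not replicates, so counts were summed per class and library before any comparison. No test was made, no standard error is given and no changed genes were counted. A gene with 0 UMIs in one or both libraries got no ratio. The depth of a class sets its precision: 3 UMIs were 0.167 CPM in LCA oligodendrocytes and 60.0 CPM in the few LCA OPCs. Set medians used genes with at least 20 UMIs, and random lists were drawn from the 200 genes nearest in mean level. The interval of a set median comes from 500 Poisson draws.

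The comparisons, the marker lists, the gene sets and every alternative but those named below as added were fixed before the data were examined. Some results are withheld for evaluation and not reported here. The genes named are otherwise those the paper names for a single-cell result and, in 4 brain and 3 bone marrow classes, the 3 with the highest and the 3 with the lowest log2 ratio of CPM at 50 CPM or more. Symbols without the form of an ordinary gene name were passed over, which also drops clone names and *Jchain*. Chosen later were the rules for dividing and naming clusters, the joining of the early B cell lists and the background classes of ligands and receptors. The values of figures and the genes labelled in them were also read after the data had been analysed. *Mx1* is not in the gene list of the files. Lists of heat shock, immediate early, cold shock, clock, glucocorticoid-responsive, hemoglobin, myelin and ribosomal protein genes were used as checks on handling and on RNA from other cells. The heat shock, immediate early, cold shock and ribosomal protein lists belong to the fixed gene sets, and the myelin genes were named with them in the tests written at that time. The clock, glucocorticoid and hemoglobin lists were written later, after genes of each had been seen to differ in some classes. Cold shock has 2 genes and is given per gene.

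The alternatives were a cell filter of at least 1000 genes and at most 10% mitochondrial UMIs, removal of the doublets marked by Scrublet, a resolution of 0.5 and all variable genes in the clustering. Shares were also taken over fewer classes. Levels were also taken as the mean over cells, without mitochondrial, ribosomal protein and hemoglobin genes in the denominator, and after each cell was thinned to 1000 UMIs. The other scalings moved the median of all genes by over 0.1 on the log2 scale in bone marrow mesenchymal cells (0.10, mean over cells), brain astrocytes (-0.10, mean over cells), brain neutrophils (-0.17, mean over cells), brain monocytes (-0.12, other denominator), brain B cells (0.12, cells thinned) and brain astrocytes (-0.13, cells thinned). Sets were also taken over genes with at least 100 UMIs. The size of change was also taken at 100000 UMIs and for genes at 200 CPM or more. None of these alternatives held the mix of clusters within a class fixed. Added after the results had been seen were shares in which an unnamed cluster with markers of 2 classes is counted with both, and an order of the classes by the size of change less the value between equal parts of 1 library.

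The steps were tested on simulated data. With 200 of 7908 genes changed in a copy of LCA bone marrow, 100.0% of the changed genes had the right sign and 95.6% of the 95% intervals held the true value. These counts were drawn as Poisson sums, the model the intervals assume. The coverage thus checks the calculation and says nothing on UMIs that lie unevenly over real cells. A list of 30 genes raised by 0.5 had a median of 0.47 at percentile 100.0, and an unchanged list 0.045 at percentile 94.75, so a percentile of that size arises with no change. The size of change was 0.272 without a change, against 0.272 between equal parts of the cells, and 0.277 with the changed genes, so it responds weakly to a change in few genes. Clustering and naming gave 100.0% of the cells of 5 simulated classes their name. These classes were made by raising their own markers far above the rest, so the value says little on real cells.

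CellChat, SCENIC, GSVA and gene ontology enrichment were not run, and counts of differentially expressed genes were not made. The flow cytometry, bulk RNA sequencing, qPCR, immunofluorescence and cytokine assays of the paper were not analysed here.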

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

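The tests of neutrophil capture, of cluster 15 and of unnamed clusters were chosen only after the results had been seen, and the test of handling before. The bone marrow and brain libraries of mice aged 9 months, after 7 months of feeding, are not reported in the paper. They held 9359 CD and 9008 HFD bone marrow cells, of which 8771 and 8307 were kept (medians of 3771 and 3866 UMIs). The brain libraries held 12255 CD and 12790 HFD cells, with 10525 and 10881 kept (medians of 6030.0 and 6610.0 UMIs). Of 59 results with a value at both ages, 18 had intervals apart from 0 on the same side at both ages, 15 had them on opposite sides, and in 26 one or both intervals reached 0. The difference between the ages was not tested. Age, months of feeding and library batch change together between these libraries and cannot be told apart.

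Values drawn from the unreported libraries whose intervals lie apart from 0 in the direction of the 18-month value are given first, HFD over CD at 9 months. The log2 ratio of the early B cell share was 0.66 (0.51 to 0.81), against 1.65 at 18 months, and that of neutrophils -0.17 against -0.49. In macrophages the log2 ratio of *Chil3* was 0.35 against 0.74 and that of *Fabp4* 0.33 against 1.53. The medians of the unfolded protein response and MYC target lists in macrophages were 0.17 against 0.23 and 0.10 against 0.30, and that of the reactive oxygen species list in T cells 0.13 against 0.19. In brain, *Apod* in oligodendrocytes was at 0.16 against 0.77. *Ptn* and *Cxcl12* in endothelial cells were at 0.040 against 0.10 and 0.071 against 0.26. In choroid plexus epithelial cells *Stmn1* was at -0.12 against -2.16, while *Mobp* at -0.13 (-0.29 to 0.033) and *Mbp* at -0.10 (-0.19 to 0.0018) were not apart from 0 at 9 months. The values in the same direction given so far were closer to 0 at 9 months, as were *Ms4a6c* (-0.085 against -0.30), *Ccl9* (-0.34 against -0.58) and *Apoe* (-0.65 against -0.79) in macrophages and *Cxcl12* in pericytes (0.33 against 0.83). Farther from 0 at 9 months were *Oasl2* in neutrophils (0.79 against 0.28) and *Nr4a1* (0.93 against 0.56) and *Ccr2* (-0.24 against -0.18) in macrophages. *Sdc3* in macrophages (0.23 against 0.087) and the DNA repair list in microglia (0.088 against 0.064) were apart from 0 at 9 months and not at 18 months. So were *Fosl1* in endothelial cells (0.90 against 0.026) and *E2f8* in early B cells (0.31 against 0.17). In macrophages so were *Pparg* (0.67 against 0.013), *Nr1h3* (0.50 against 0.13) and *Psap* (0.072 against -0.0049). The same held for the inflammatory response list in T cells (0.52 against -0.18) and naive B cells (0.19 against 0.16). It also held for the T cell share (-0.33 against 0.0071).

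Fewer neutrophils captured in the high-fat library would raise every other bone marrow class alike. Among 18-month cells that are not neutrophils the early B cell log2 ratio was still 1.36, while NK cells were at -0.63 and macrophages at -0.59, which argues against neutrophil capture as the whole cause. Without cluster 15, which came mostly from LCA, the 18-month log2 ratio of *Stmn1* in choroid plexus epithelial cells was -0.89, so much of the gap between -0.12 and -2.16 may lie in that cluster. An effect of the diet remains open and untested, as does a difference in library batch at either age. The share of choroid plexus epithelial cells, lower in LHA at 18 months, had a log2 ratio of -0.095 (-0.25 to 0.065) at 9 months, not apart from 0. It was 6.25% in CD and 5.85% in HFD, between the 11.7% of LCA and the 4.16% of LHA. Endothelial cells were 20.5% and 19.2% at 9 months, near LHA (19.0%) and not LCA (10.6%). Brain neutrophils, at 0.200% and 0.239%, were also near LHA (0.204%) and not LCA (1.11%). These 18-month differences may thus lie in the LCA library.

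A further group of values differs in direction between the ages, with the interval on one side of 0 at 9 months and on the other at 18 months. No test of the difference was made. Among shares, naive B cells were at -0.14 against 0.59 and macrophages at 0.53 against -0.30 in bone marrow. In brain, endothelial cells were at -0.094 against 0.84, microglia at -0.091 against 0.12 and astrocytes at 0.35 against -0.86. In neutrophils *Pla2g7* was at -0.25 against 0.36. In macrophages *Cxcr4* was at 0.42 against -0.27, and the median of the inflammatory response list was 0.22 against -0.30. In microglia *Nfe2l2* was at -0.067 against 0.53, and the medians of oxidative phosphorylation and IL2-STAT5 signaling were 0.062 against -0.088 and -0.12 against 0.32. In oligodendrocytes *Sox10* was at 0.064 against -0.074 and *Sox2* at -0.23 against 0.094. *Ptn* in pericytes was at -0.16 against 0.89 and *Gpr37* in endothelial cells at -0.25 against 0.56.

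For 4 of these the processing alone changed the sign at 18 months. *Gpr37* was at -0.41 with doublets removed, *Sox2* at -0.054 with cells thinned, the microglia share at -0.021 under the stricter cell filter and the astrocyte share at 0.21 with unnamed clusters counted. Handling may account for part of the others. Heat shock medians were below 0 in 18 of 29 classes at 18 months, but in 1 of 13 bone marrow and 4 of 16 brain classes at 9 months. Since each diet has 1 library at each age, handling and diet cannot be told apart there. In both tissues the median depths of the diets differed less at 9 months than at 18 months. Thinning the cells of the 18-month libraries changed the sign of *Sox2* alone among the genes and lists of this group, but brought the median of oxidative phosphorylation to -0.026 and that of IL2-STAT5 signaling to 0.074. The shares and the 9-month values were not recomputed in this way. An effect of age or of months of feeding stays open and untested.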

How the results depend on the processing

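The counting of unnamed clusters and the order of classes less equal parts were chosen only after the results had been seen, and every other alternative here was set in advance. No paired analysis was possible because each condition has 1 library, so the groups share fewer than 2 replicate numbers, and no result comes from a test. Each of 69 results was recomputed under the alternatives that apply to it, 461 values in all. A value counts as moved when it left the 95% counting interval of the value first given. By this rule 376 values stayed, 79 moved and 6 changed sign. Of 46 results whose interval lay on 1 side of 0, 40 kept their sign under every alternative run for them and 6 did not. The log2 ratio of the early B cell share ranged from 1.36 to 1.66, that of neutrophils in bone marrow from -0.57 to -0.47, that of choroid plexus epithelial cells from -1.51 to -1.19 and that of endothelial cells from 0.75 to 0.86. *Fabp4* in macrophages ranged from 1.22 to 1.67.

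Under the stricter cell filter 3 signs changed. *Oasl2* in neutrophils became -0.017, the brain microglia share -0.021 and the interferon alpha list in oligodendrocytes -0.17. *Gpr37* in endothelial cells became -0.41 with doublets removed, and *Sox2* in oligodendrocytes -0.054 with cells thinned. The cause was not tested. The astrocyte share became 0.21 with unnamed clusters counted, where the construction gives the cause. The other 4 shares counted so stayed.

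Other results moved, and the cause was not tested. Among them *Sdc3*, the T cell share (-0.29 with fewer classes in the denominator) and the inflammatory response list in T cells (0.37 over genes with at least 100 UMIs, 0.52 with cells thinned) crossed 0, and the first interval of each held 0. With the stricter cell filter the log2 ratios were -0.57 for the neutrophil share, 0.77 for *Chil3*, 1.22 for *Fabp4*, -0.13 for *Sdc3*, 0.30 for the MYC targets and 0.75 for *Apod*. *Mobp*, *Mbp* and *Stmn1* in choroid plexus epithelial cells were at -3.81, -2.80 and -2.88. The number of classes the paper names among the 4 with the largest size of change in brain became 1, from 0. It was also 1 by the size less the value between equal parts of 1 library, where the number among the 3 largest in bone marrow became 2, from 1. With doublets removed the same 3 genes were at -3.71, -2.47 and -2.49, *Chil3* at 0.79 and the reactive oxygen species list in T cells at 0.25. At a resolution of 0.5 *Chil3* was at 0.88, *Cxcr4* at -0.38 and the MYC targets at 0.30.

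As the mean over cells, *Chil3* was at 0.78, *Sdc3* at 0.37, *Cxcr4* at -0.50, *Mbp* at -2.35, *Ptn* and *Cxcl12* in endothelial cells at 0.050 and 0.34, and the interferon alpha, oxidative phosphorylation and hypoxia lists at 0.31, -0.012 and 0.14. With cells thinned, *Chil3* was at 0.82, *Sdc3* at 0.28, *Cxcr4* at -0.54, *Apod* at 0.76, *Stmn1* at -1.98, *Cxcl12* at 0.35, and the MYC, interferon alpha, oxidative phosphorylation and IL2-STAT5 lists at 0.14, 0.32, -0.026 and 0.074. Without mitochondrial, ribosomal protein and hemoglobin genes in the denominator, *Chil3* was at 0.71, the unfolded protein response at 0.21 and *Apod* at 0.74. With fewer classes in the denominator the early B cell share was at 1.36 and the choroid plexus share at -1.19, where the construction gives the cause.

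For other single genes, lists or classes, those in T cells above among them, 35 values moved, 10 of them with cells thinned, 6 at the lower resolution, 5 as the mean over cells and 5 in the size of change of genes at 200 CPM or more. At 100000 UMIs per class sum, 9 of 9 values stayed. No value could be had for the share of OPCs at the lower resolution and under the stricter cell filter, where no cluster took that name, or for *Brca1* with cells thinned. Shares over fewer classes were not computed for bone marrow neutrophils or for brain microglia, oligodendrocytes and endothelial cells, the classes left out. Depth limits the share of OPCs (9 LCA and 6 LHA cells) and the regulator genes with few UMIs in early B cells, such as *E2f7*, whose log2 ratio ranged from 0.43 to 1.32.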

Differences from the paper's values

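The counting of unnamed clusters and the order of classes less equal parts were chosen only after the results had been seen, and no other test was. The paper's values are read by eye from its figures to 2 digits. In Fig. 5B the bar of astrocytes shows about 63% of the class from LHA, read by eye, where the class named astrocytes here has 31.6%. The value was 30.2% under the stricter cell filter, 29.4% at a resolution of 0.5, 31.2% with all variable genes and the main value again with doublets removed, so no alternative set before the data were examined closed the gap. Beside the class lie 2 unnamed clusters with markers of astrocytes and of olfactory ensheathing glia. Counted in, they give 69 LCA and 67 LHA cells, 49.3% (40.6 to 58.0%) from LHA, and the log2 ratio of the share goes from -0.86 to 0.21 (-0.30 to 0.71). Much of the gap thus depends on how these cells are named. The class here and the cluster in the paper need not hold the same cells.

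The log2 fold changes of the volcano plots were compared with the mean over cells of counts scaled to 10000 per cell, with 1 added to each mean, LHA over LCA in choroid plexus epithelial cells. For *Mobp* the paper's figure shows about -2.6 (Fig. 5E, read by eye), against -1.67 here. It was -2.96 without the 1 added, -1.65 with cells thinned, -1.77 without mitochondrial, ribosomal protein and hemoglobin genes in the denominator, -2.07 under the stricter cell filter, -1.82 with doublets removed, -1.47 at a resolution of 0.5 and -1.53 with all variable genes. For *Stmn1* the figure shows about -2.4 (Fig. 5E, read by eye), against -1.24 here. It was -2.09 without the 1 added, -1.17 with cells thinned, -1.31 without mitochondrial, ribosomal protein and hemoglobin genes in the denominator, -1.72 under the stricter cell filter, -1.38 with doublets removed, -1.28 at a resolution of 0.5 and -1.24 with all variable genes. For both genes the value without the 1 added lay nearest to the figure, past it for *Mobp* and short of it for *Stmn1*. Much of the gap may thus lie in the added 1. None of the other alternatives set before the data were examined reached the value of the figure.

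Of 112 labelled places of genes in the volcano plots of Figures 4A and 5C to 5E, 101 went the same way here as in the figure by sign alone, 3 the other way and 8 had too few UMIs for a direction. Among the 101, *mt-Nd1* in choroid plexus epithelial cells was at 0.006 (-0.010 to 0.023), not apart from 0. *Krt17*, *Krt5*, *Cyp2f2*, *Prss27* and *Cldn7*, also among them, rest on the 4 keratin cells described below. Of those that went the other way, 3 did so beyond counting error, *Mgp* in oligodendrocytes (log2 ratio 0.89, down in the figure), *mt-Cytb* in choroid plexus epithelial cells (-0.085, up in the figure) and *Mak* in macrophages (up in the figure). *Mak* had 6 UMIs in LCA and 0 in LHA macrophages, and the 95% interval of the LHA share of these UMIs reaches 45.9%, where no change would give 51.6%. Among the labelled genes with few UMIs, *Cfd*, *Epb41l4a*, *Lif* and *Ttc9* had 0 UMIs in macrophages of either library and 1, 3, 3 and 2 in all LCA bone marrow cells (9, 10, 5 and 6 in LHA). *Rpp25* had 3 and 0 in all bone marrow cells. *Tprg*, labelled as up in all 3 brain plots, had 3 UMIs in all LCA and 1 in all LHA brain cells, and none of the settings run gave any of the 3 classes more.

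The paper lists *Pla2g7* and the gene it writes as *Oast2* among genes that were lower in LHA bone marrow, and places them in neutrophils. Here the log2 ratios in neutrophils were 0.36 (0.26 to 0.47) for *Pla2g7* and 0.28 (0.13 to 0.44) for *Oasl2*, the nearest symbol in the files. Under the stricter cell filter that of *Oasl2* was -0.017, and no alternative brought *Pla2g7* below 0. The median log2 ratio of all genes in neutrophils was 0.19, inside the interval of *Oasl2* and below that of *Pla2g7*. *Ms4a6c*, *Ctss*, *Ccr2* and *Ccl9*, which the paper finds enriched in macrophages, belong by the legend of Fig. S4E to the overlapping genes that were raised. Here their log2 ratios in macrophages were -0.30 (-0.34 to -0.25), -0.35 (-0.40 to -0.30), -0.18 (-0.21 to -0.14) and -0.58 (-0.65 to -0.52), and each stayed below 0 under every alternative run. No alternative held the mix of clusters within macrophages fixed. In the paper's own Fig. 4A *Ccl9* is labelled as down in macrophages, the same way as here. The paper states that vascular cell subtypes were reduced in the LHA brain. Here the shares of endothelial cells and pericytes were higher in LHA under every alternative run, with log2 ratios of 0.84 (0.70 to 0.97) and 0.92 (0.59 to 1.26). The bars of Fig. 5B, read by eye, go the same way as these shares, with about 74%, 52% and 65% of the endothelial and 69% and 66% of the pericyte clusters from LHA, which gave 45.7% of all cells kept here. The paper lists oxidative phosphorylation among the pathways induced in LHA microglia, where the list used here had a median of -0.088 (-0.11 to -0.062) and stayed below 0 under every alternative run. The paper gives T cells, neutrophils and macrophages the greatest number of changed genes in bone marrow, and oligodendrocytes, microglia, choroid plexus epithelial cells and endothelial cells a high number of raised genes in brain. Size of change is another measure and has no direction. By it 1 of its 3 bone marrow classes and 0 of its 4 brain classes were among the largest, and in brain 1 under the stricter cell filter. Less the value between equal parts of 1 library, 2 of 3 and 1 of 4 were. Brain B cells, with a size of 0.435, and smooth muscle cells had no value between equal parts and were left out of that order. The 1 of 4 may depend on this.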

Other observations

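The tests of cluster 15, of keratin cells, of erythroid RNA, of choroid plexus recovery, of stress hormone exposure of marked doublets and, in the form given here, of other doublets were chosen only after the results had been seen, and those of oligodendrocyte RNA (over more genes than are given here) and handling before. The test of time of day was written after the clock genes had been seen in choroid plexus epithelial cells and before their values in other brain classes were.

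*Mobp* and *Mbp* were lower in LHA than in LCA choroid plexus epithelial cells, and other oligodendrocyte genes fell alike, with a median log2 ratio of -2.89 for *Mag*, *Mog*, *Cldn11*, *Cnp* and *Ermn*. Free oligodendrocyte RNA, in different amounts in the libraries, would lower these genes in every class that lacks them. Over the brain classes *Mobp* was lower in LHA in 11 of 16 (10 beyond counting error) and *Mbp* in 10 of 16, which goes with such RNA. Yet *Mobp* was higher beyond counting error in 4 classes and *Mbp* in 5, and their median was 0.26 in endothelial cells and -0.39 in microglia, which argues against it as the whole cause. A part played by it stays open. *Ly6c1*, on the list of endothelial markers used here, was lower too, at 92.6 CPM in LCA and 10.2 CPM in LHA. RNA from endothelial cells was not tested as a source. The pattern of *Mobp* and *Mbp* lay mostly in cluster 15 of the class, with 243 LCA and 19 LHA cells and 693 and 53.9 CPM of *Mobp*. Of its LHA cells 4 are the keratin cells described below, without which the LHA level was 58.7 CPM. In cluster 10 (387 and 119 cells) *Mobp* was at 158 and 89.6 CPM, and in cluster 14 (192 and 107 cells) at 21.3 and 8.39 CPM. Without cluster 15 the log2 ratios were -1.54 for *Mobp* and -0.80 for *Mbp* (median -1.17) and -0.89 for *Stmn1*, so that cluster is not the whole cause.

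Doublets of a choroid plexus epithelial cell and an oligodendrocyte in LCA would give the same pattern. With the doublets marked by Scrublet removed, the log2 ratios were -3.71 for *Mobp* and -2.47 for *Mbp* (median -3.09). Scrublet marked 23 LCA cells of the class, with 5.46% of the UMIs of both genes there, and 10 LHA cells, with 25.5%. The move away from 0 may thus come from the LHA cells removed. The small part of the LCA UMIs in marked cells argues against marked doublets as the whole cause. Of the 243 LCA cells in cluster 15 Scrublet marked 2, so doublets that it did not mark stay open. The 41 LCA cells with most UMIs of *Mobp* and *Mbp* held 32.7% of these UMIs in the class, and the 12 such LHA cells 47.9%, while the median was 2 UMIs per cell in LCA and 1 in LHA. Doublets in LCA alone would bring the ratios toward 0 once these cells are left out. The median log2 ratio of both genes went from -2.67 to -3.25, farther from 0, but the LHA cells left out had carried the larger part. Since a few cells carry much of the signal in each library, unmarked doublets and a change in the class cannot be told apart. A change within the class with the diet may also contribute and was not tested.

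*Krt17*, *Krt5*, *Cyp2f2*, *Prss27* and *Cldn7*, among them genes labelled in Fig. 5E, had 333, 70, 361, 73 and 51 UMIs in LHA choroid plexus epithelial cells. In LCA *Cyp2f2* had 8 UMIs and the others none. A candidate explanation is that a few cells of another epithelium were grouped with the class. At least 99.2% of the UMIs of each gene lay in 4 LHA cells with 4 or more UMIs of *Krt17* or *Krt5*, a limit set after the values had been seen. These cells held 13465 to 21330 UMIs each. Their *Ttr* level was 279.8 CPM, against 319946 CPM in the other 241 LHA cells of the class. *Krt14*, *Krt15*, *Krt6a* and *Krt16* together were at 8704 and 0 CPM, and the markers of the class at 88.4 and 5065 CPM.

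The share of choroid plexus epithelial cells may depend on how much of the tissue each dissection recovered. Of the classes that lie beside it, arachnoid barrier or fibroblast-like cells fell too, with a log2 ratio of -0.69 (-1.16 to -0.23), while the interval of ependymocytes, at -0.47 (-1.03 to 0.073), included 0. Each group has 1 library, so recovery and a loss of these cells with the diet cannot be told apart.

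Handling may differ between the 18-month libraries. Heat shock medians were below 0 in 18 of 29 classes, 9 of 12 in bone marrow and 9 of 17 in brain. The tallies were 9 and 9 as the mean over cells, the same without mitochondrial, ribosomal protein and hemoglobin genes in the denominator, and 10 of 11 and 8 of 16 with cells thinned. The cold shock gene *Rbm3* was higher in LHA in 13 of 13 bone marrow and 14 of 16 brain classes, and *Cirbp* in 12 of 12 and 14 of 16. At 9 months both were lower in HFD in most classes, *Rbm3* in 12 of 14 and 16 of 16, *Cirbp* in 13 of 13 and 11 of 15. Medians of immediate early genes were below 0 in 12 of 13 bone marrow and 8 of 17 brain classes at 18 months. Heat shock moved both ways in brain, and with 1 library per diet temperature or time before lysis and the diet cannot be told apart. Medians of ribosomal protein genes were below 0 in 9 of 13 bone marrow and 13 of 17 brain classes (11 and 16 as the mean over cells). They were -0.12 in bone marrow macrophages, 0.091 in neutrophils, -0.11 in oligodendrocytes, -0.28 in choroid plexus epithelial cells and 0.033 in microglia.

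The clock output genes *Dbp* and *Nr1d1* were higher in LHA choroid plexus epithelial cells. Tissue taken at different times of day would move *Dbp* the same way in other brain classes. It was higher in 6 of 9 of them but at -0.75 in microglia, which argues against time of day as the whole cause. Over all brain classes with enough UMIs *Nr1d1* was higher in 9 of 11, *Nr1d2* in 10 of 12, *Tef* in 7 of 11, *Per1* in 8 of 13, *Per2* in 4 of 7, *Per3* in 3 of 8 and *Clock* in 12 of 13, and *Arntl* was lower in 6 of 9, where time of day would lower *Arntl* and *Clock* or leave them. In bone marrow of the same mice *Dbp* was higher in 5 of 9 classes, *Nr1d2* in 4 of 9 and *Per1* in 2 of 12. *Tef* was higher there in 6 of 10 and *Arntl* lower in 6 of 10, so these genes did not shift alike. A part played by time of day stays open. The glucocorticoid-responsive genes were lower in LHA in most brain classes, *Fkbp5* in 9 of 11, *Zbtb16* in 8 of 8 and *Tsc22d3* in 12 of 16. A difference in stress hormone exposure between the mice or days may be a source, and should reach the bone marrow of the same mice. There *Fkbp5* was lower in 5 of 13 classes, *Zbtb16* in 2 of 6 and *Tsc22d3* in 12 of 13, so the genes disagree, and exposure and diet cannot be told apart.

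Hemoglobin transcripts were higher in LHA bone marrow neutrophils and macrophages. Free RNA from erythroid cells, in different amounts in the 2 bone marrow libraries, may be the source, since every hemoglobin gene was higher in LHA in 5 of 5 classes that should lack them. Per cell at 1000 UMIs, an *Hbb-bs* UMI was seen in 9.05% of LCA and 15.2% of LHA naive B cells and in 6.96% and 11.9% of T cells, but in 13.8% and 13.3% of early B cells. The rise was not of a like size in all classes, so free RNA and a change in these cells cannot be told apart.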
